# HHEX is a transcriptional regulator of the VEGFC/FLT4/PROX1 signaling axis during vascular development

**DOI:** 10.1038/s41467-018-05039-1

**Published:** 2018-07-13

**Authors:** Sébastien Gauvrit, Alethia Villasenor, Boris Strilic, Philip Kitchen, Michelle M. Collins, Rubén Marín-Juez, Stefan Guenther, Hans-Martin Maischein, Nana Fukuda, Maurice A. Canham, Joshua M. Brickman, Clifford W. Bogue, Padma-Sheela Jayaraman, Didier Y. R. Stainier

## Abstract

Formation of the lymphatic system requires the coordinated expression of several key regulators: vascular endothelial growth factor C (VEGFC), its receptor FLT4, and a key transcriptional effector, PROX1. Yet, how expression of these signaling components is regulated remains poorly understood. Here, using a combination of genetic and molecular approaches, we identify the transcription factor hematopoietically expressed homeobox (HHEX) as an upstream regulator of *VEGFC*, *FLT4*, and *PROX1* during angiogenic sprouting and lymphatic formation in vertebrates. By analyzing zebrafish mutants, we found that *hhex* is necessary for sprouting angiogenesis from the posterior cardinal vein, a process required for lymphangiogenesis. Furthermore, studies of mammalian *HHEX* using tissue-specific genetic deletions in mouse and knockdowns in cultured human endothelial cells reveal its highly conserved function during vascular and lymphatic development. Our findings that HHEX is essential for the regulation of the VEGFC/FLT4/PROX1 axis provide insights into the molecular regulation of lymphangiogenesis.

## Abstract (web summary)

VEGFC, its receptor FLT4, and transcriptional effector PROX1 control formation of the lymphatic system but how is unclear. Here, the authors show that the transcription factor hematopoietically expressed homeobox (HHEX) regulates VEGFC, FLT4 and PROX1 in fish and mammals during angiogenic sprouting and lymphatic formation.

## Introduction

Transcriptional regulation of endothelial cell fate and behavior is key to shape and maintain a competent vascular network. During development, lymphatic endothelial cells (LECs) have been reported to arise from a specific subset of vein endothelial cells and require the VEGFC/FLT4/PROX1 signaling axis for their migration, proliferation, and differentiation^1–3^. However, how the expression of these signaling components is regulated remains poorly understood. Of the transcription factor genes regulating endothelial cell physiology, hematopoietically expressed homeobox (*hhex*), also known as proline rich homeodomain (*prh*), is one of the earliest expressed by endothelial and hematopoietic precursors in frogs^4^, zebrafish^5^, and mice^6^. In zebrafish, Hhex can positively regulate endothelial and blood cell differentiation^5^; however, analysis of a deletion allele which lacks *hhex*, as well as several other genes, suggests that Hhex is not essential for early endothelial and blood cell differentiation^5^. In mouse, *Hhex* mutants have multiple developmental defects including marked abnormalities in heart, liver, thyroid, and vascular formation^7,8^. In human endothelial and leukemic cells, HHEX is known to be a direct transcriptional regulator of *VEGFA*, *VEGFR1*, and *VEGFR2*^9^. However, its precise function during angiogenesis and lymphangiogenesis remains unclear.

Through TAL effector nuclease (TALEN) mutagenesis, gene expression analysis, transplantation experiments and endothelial-specific overexpression, we show that in zebrafish, Hhex functions cell-autonomously in endothelial cells to regulate sprouting angiogenesis from the posterior cardinal vein (PCV) and subsequent lymphangiogenesis. We further show through knockdown experiments in vitro and genetic deletions in vivo that this crucial role during angiogenesis and lymphangiogenesis is conserved in mammals. Overall, our data show that HHEX controls blood vessel and lymphatic vessel formation by regulating the VEGFC/FLT4/PROX1 signaling axis.

## Results

### Zebrafish *hhex* mutants exhibit sprouting defects from the PCV

HHEX is a transcription factor composed of a proline-rich domain and a highly conserved homeodomain^10^. Previously, we used the γ-ray-induced deletion allele *b16* to investigate *hhex* function in zebrafish^10^. However, the *b16* deletion affects the lower telomeric region of chromosome 12 and removes *hhex* and *cyclops* (*ndr2*) as well as at least 14 other genes^11^. *b16* mutants display pleiotropic phenotypes including cyclopia and curvature of the body axis^12^. Therefore, in order to determine more precisely the function of Hhex during zebrafish development, we generated *hhex* mutants using TALENs^13^. TALEN pairs were designed against the homeodomain sequence (Fig. 1a) and two different alleles were recovered: *hhex*^*s721*^ which carries a 10 bp insertion leading to a premature stop codon and *hhex*^*s722*^, an in-frame deletion of three amino acids (R149 to A151) in the second helix of the DNA-binding domain important for the stability of the protein during its interaction with DNA^14^ (Fig. 1b). In all our assays, both alleles exhibit the same phenotype.

**Fig. 1:**
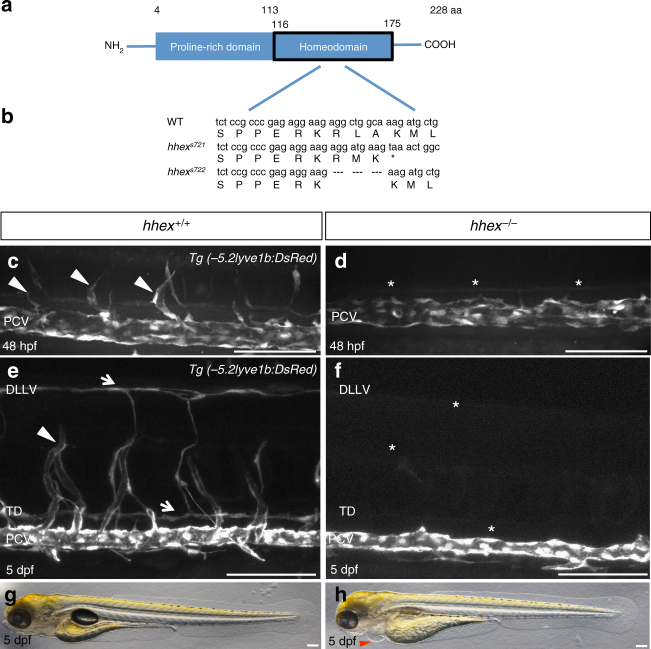
Zebrafish *hhex* mutants lack sprouting angiogenesis from the posterior cardinal vein. **a** Schematic representation of Hhex. Hhex, 228 amino acids (aa) long, is composed of a proline-rich domain (4–113 aa) and a homeodomain (116–175 aa). **b** Alignment of partial Hhex homeodomain sequence in wild-type (WT), and two mutant alleles, *hhex*^*s721*^ and *hhex*^*s722*^. The *hhex*^*s721*^ allele contains a 10 bp insertion leading to a premature stop codon within the homeodomain coding region, whereas the *hhex*^*s722*^ allele lacks amino acids R149 to A151. **c**, **d** Trunk vasculature of *Tg(−5.2lyve1b:DsRed)*; *hhex*^*+/+*^ and *hhex*^*−/−*^ embryos at 48 hpf. *hhex* mutant trunks exhibit a defect in sprouting angiogenesis from the posterior cardinal vein (PCV) (arrowheads point to tip cells sprouting from the PCV; asterisks indicate lack of tip cells sprouting from the PCV). **e**, **f** Trunk vasculature of *Tg(−5.2lyve1b:DsRed)*; *hhex*^*+/+*^ and *hhex*^*−/−*^ larvae at 5 dpf. *hhex* mutant trunks exhibit a defect in the formation of the venous intersegmental vessels (vISVs), the thoracic duct (TD) lymphatic vessel, and the dorsal longitudinal lymphatic vessel (DLLV) (arrowhead points to a vISV; arrows point to the ventrally positioned TD and dorsally positioned DLLV; asterisks indicate lack of these structures). **g**, **h** Brightfield lateral views of *hhex*^*+/+*^ and *hhex*^*−/−*^ larvae at 5 dpf. Mutant larvae exhibit pericardial edema (arrowhead). Scale bars: 100 μm

In the zebrafish axial vasculature, sprouting angiogenesis occurs in two waves. Sprouting from the dorsal aorta starts at 20 hours post fertilization (hpf) to give rise to arterial intersegmental vessels (aISVs)^15^. Subsequently, endothelial sprouting from the PCV occurs between 32 and 36 hpf^15^ and this process gives rise to both venous ISVs (vISVs) and LECs^16^. aISVs appear to form normally in *hhex* mutants (Supplementary Fig. 1c, d); however, using the *Tg(−5.2lyve1b:DsRed)* line to visualize the venous and lymphatics endothelial cells, we observed that *hhex* mutants lack most sprouting vessels from the PCV (Fig. 1c, d). Time-lapse imaging of wild-type and mutant embryos show that while sprouting angiogenesis from the PCV is clearly observed in wild-type siblings between 32 and 36 hpf, no cell migration from the PCV is visible in *hhex* mutants at least until 48 hpf (Supplementary Movies 1, 2). Furthermore, at 5 days post fertilization (dpf), *hhex* mutants exhibit pericardial edema (Fig. 1g, h), a near absence of vISVs, a complete loss of trunk lymphatic vessels, and a strong reduction of facial lymphatic vessels (Fig. 1e, f, Supplementary Fig. 1e–i, Supplementary Fig. 2). Altogether, these observations indicate that Hhex regulates the earliest step of sprouting angiogenesis and lymphangiogenesis from the PCV.

### Vegfc/Flt4/Prox1 signaling axis is affected in *hhex* mutants

Angiogenesis is mostly regulated by vascular endothelial growth factors (VEGFs) and their receptors (VEGFRs). Similar to *hhex* mutants, *vegfc* and *flt4* (also known as *vegfr3*) mutants also fail to initiate sprouting angiogenesis and lymphangiogenesis from the PCV^16–19^. Additionally, *hhex* mutants exhibit a delayed formation of the primordial hindbrain channels at 26 hpf (Supplementary Fig. 1a, b), similar to *vegfc* and *flt4* mutants^17,18^. Therefore, we decided to examine the Vegfc/Flt4 signaling pathway in *hhex* mutants. We first assessed *vegfc* and *flt4* expression at 24 and 32 hpf by whole-mount in situ hybridization (Fig. 2a–h). At 24 hpf, *hhex* mutants exhibit decreased *flt4* expression while *vegfc* was slightly increased and ectopically expressed in the PCV (Fig. 2a–d). These changes were more pronounced at 32 hpf, as *flt4* expression was greatly decreased in *hhex* mutants, whereas *vegfc* expression in the PCV was clearly increased (Fig. 2e–h). To test whether the phenotype we observed in *hhex* mutants might at least in part be due to the modulation of the Vegfc/Flt4 signaling pathway, we performed a rescue experiment by injecting messenger RNA (mRNA) encoding full-length human FLT4 as previously used in zebrafish^18^. Confocal imaging of the trunk vasculature of *hhex* mutant larvae and quantification of vISVs and thoracic duct (TD) extensions revealed a partial rescue of vISVs and lymphatic formation after *FLT4* mRNA injection (Fig. 2i–l), indicating that the Vegfc/Flt4 signaling pathway functions downstream of Hhex. Altogether, these results show that Hhex is a crucial regulator of both *flt4* and *vegfc* expression in the PCV during angiogenic sprouting.

**Fig. 2:**
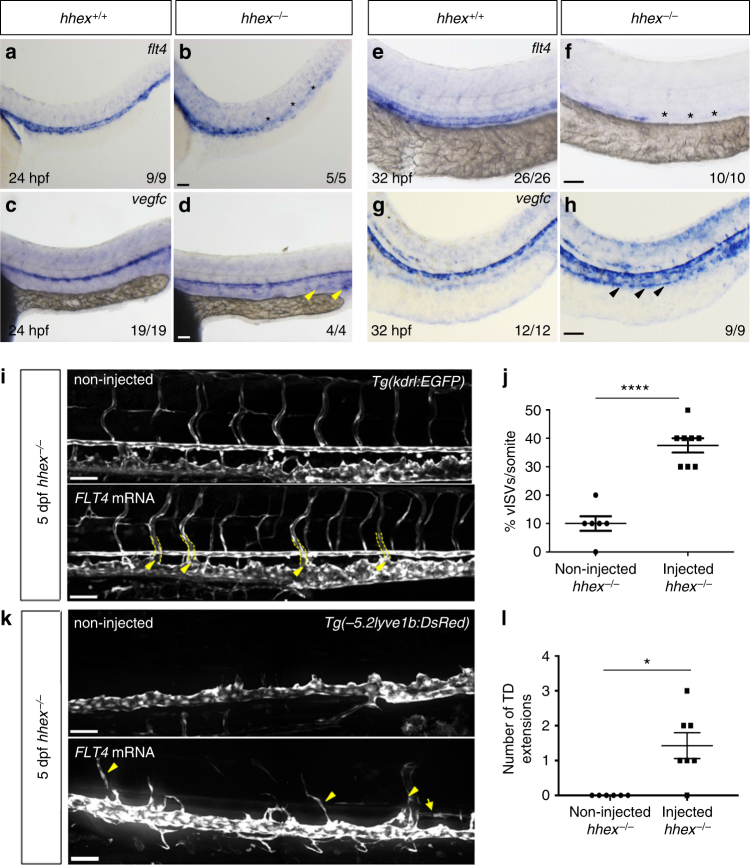
The Vegfc/Flt4 pathway is affected in zebrafish *hhex* mutants. **a**–**d** Whole-mount in situ hybridization showing *flt4* (**a**, **b**) and *vegfc* (**c**, **d**) expression in 24 hpf *hhex*^*+/+*^ and *hhex*^*−/−*^ embryos. At 24 hpf, *hhex* mutants exhibit decreased *flt4* expression (asterisks), whereas *vegfc* expression in the PCV appears to be slightly increased (arrowheads). **e**–**h** Whole-mount in situ hybridization showing *flt4* (**e**, **f**) and *vegfc* (**g**, **h**) expression at 32 hpf in *hhex*^*+/+*^ and *hhex*^*−/−*^ embryos. At 32 hpf, *hhex* mutants exhibit a strong decrease in *flt4* expression (asterisks), whereas *vegfc* expression is clearly increased in the PCV (arrowheads). *x*/*y*: number of embryos showing representative phenotype (*x*), number of embryos examined (*y*). **i** Trunk vasculature of 5 dpf *Tg(kdrl:EGFP); hhex*^*−/−*^ injected, or not, with full-length human *FLT4* mRNA. *hhex* mutants exhibit partial rescue of their vISVs at 5 dpf (arrowheads point to vISVs). **j** Quantification of vISVs across 10 somites in 5 dpf non-injected *hhex*^*−/−*^ (*n* = 6) and *FLT4* mRNA-injected *hhex*^*−/−*^ (*n* = 8). **k** Trunk lymphatic vasculature of 5 dpf *Tg(−5.2lyve1b:DsRed); hhex*^*−/−*^ injected, or not, with full-length human *FLT4* mRNA. *hhex* mutants exhibit partial rescue of their TD at 5 dpf (arrowheads point to vISVs and arrow points to TD). **l** Quantification of TD extensions across 10 somites in 5 dpf non-injected *hhex*^*−/−*^ (*n* = 6) and *FLT4* mRNA-injected *hhex*^*−/−*^ (*n* = 7). Values represent means ± s.e.m. ****P ≤ 0.0001 and *P ≤ 0.05 by *t*-test. Scale bars: 50 μm

In addition to its role in blood vessel development, the VEGFC/FLT4 signaling axis also plays an instructive role during lymphatic vessel development via activation of the transcription factor PROX1^20,21^. Given that *hhex* mutants display strongly reduced lymphatic formation, we sought to determine whether lymphatic specification was affected in *hhex* mutants by immunostaining for Prox1. In wild-type siblings at 36 hpf, Prox1^+^ endothelial cells are observed in the dorsal part of the PCV. In contrast, *hhex* mutants show a near absence of Prox1^+^ endothelial cells in the dorsal part of the PCV, suggesting that *hhex* mutants lack lymphatic precursors (Fig. 3a–e). To confirm this result, we analyzed the *TgBAC(prox1a:TagRFP)* line which at 36 hpf labels lymphatic precursors prior to their migration from the PCV^20^. Imaging the trunk vasculature of *hhex* mutants at 36 hpf confirmed that the number of lymphatic precursors, as assessed by TagRFP expression, were strongly decreased compared to wild type (Fig. 3f–j).

**Fig. 3:**
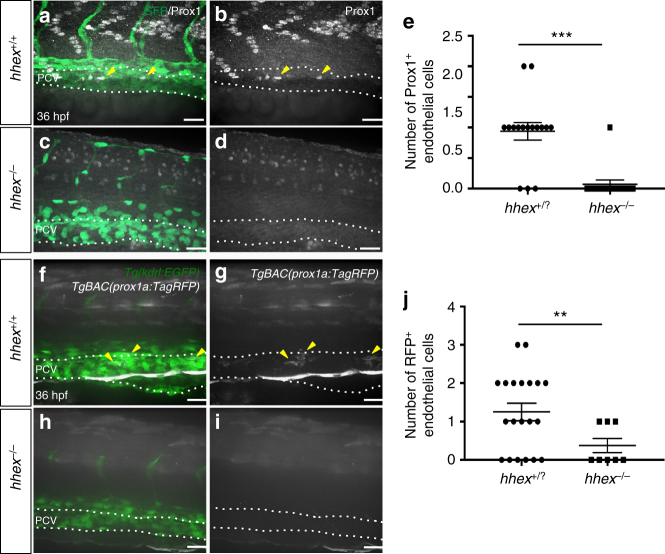
Zebrafish *hhex* mutants lack lymphatic precursors. **a**–**d** Whole-mount views of 36 hpf *hhex*^*+/+*^ and *hhex*^*−/−*^ embryos immunostained for Prox1 (arrowheads point to Prox1^+^ endothelial cells in the PCV). **e** Quantification of the number of Prox1^+^ endothelial cells across three somites (from two field of view per embryo) in *hhex*^*+/?*^ (*n* = 8) and *hhex*^*−/−*^ (*n* = 6). **f**–**i** Whole-mount views of 36 hpf *Tg(prox1a:TagRFP); hhex*^*+/+*^ and *hhex*^*−/−*^ embryos. *hhex* mutants exhibit a strong decrease in the number of RFP^+^ cells in the PCV compared to *hhex*^*+/+*^ (arrowheads point to RFP^+^ endothelial cells in the PCV). **j** Quantification of the number of RFP^+^ endothelial cells across three somites (from two field of view per embryo) in *hhex*^*+/?*^ (*n* = 10) and *hhex*^*−/−*^ (*n* = 4). Values represent means ± s.e.m. ***P ≤ 0.001, and **P ≤ 0.01 by *t*-test. Scale bars: 50 μm

### Cell-autonomous requirement for Hhex in sprouting angiogenesis

Since *hhex* is expressed not only in endothelial cells but also in endodermal cells^5,22^ and the endoderm has been shown to be important for sprouting angiogenesis from the PCV in zebrafish^23^, we sought to determine in which tissue(s) Hhex was required for angiogenesis. First, we performed whole-mount in situ hybridization for *hhex* expression at 36 hpf, when sprouting angiogenesis starts from the PCV, and at 48 hpf when vISVs have formed. At 36 hpf, *hhex* expression is enriched in budding endothelial cells in the PCV (Supplementary Fig. 3a); in transverse sections, *hhex* expression is observed in the PCV and in the ventral wall of the dorsal aorta (Supplementary Fig. 3b). At 48 hpf, *hhex* is expressed in vISVs and does not appear to be expressed in aISVs based on in situ analysis (Supplementary Fig. 3c). These data indicate that *hhex* is expressed in endothelial cells during sprouting angiogenesis from the PCV.

To determine whether Hhex regulates its own expression, we performed whole-mount in situ hybridization for *hhex* in *hhex*^*s722*^ mutants at 32 hpf. Interestingly, we observed that endothelial *hhex* expression was increased in *hhex*^*−/−*^ compared to wild-type (Supplementary Fig. 4a, b). To test whether the *hhex*^*s722*^ allele encodes a non-functional protein, we injected wild-type and mutant *hhex* mRNA into wild-type zebrafish embryos at the one-cell to four-cell stage (Supplementary Fig. 4c). Overexpression of wild-type *hhex* led to strong developmental defects when injecting 50 to 200 pg while injection of similar amounts of *hhex*^*s722*^ mRNA had little effects on embryonic development (Supplementary Fig. 4c). Altogether, these data indicate that the *hhex*^*s722*^ allele encodes a non-functional protein and that *hhex* can negatively regulate its own expression.

To investigate the requirement of *hhex* in endothelial cells to form vISVs and LECs, we generated mosaic animals by transplanting wild-type *Tg(fli1.ep:DsRedEx)* donor cells into *TgBAC(etv2:EGFP)* hosts derived from *hhex*^*+/−*^ incrosses. At 5 dpf, we imaged successfully transplanted larvae and quantified both vISV and TD extensions. We observed that transplanted wild-type endothelial cells were able to contribute to arteries, veins, and lymphatics in wild-type siblings as well as in mutant hosts (Fig. 4a, b and Supplementary Fig. 5). Indeed, transplanted wild-type cells could rescue both vISV and TD formation in *hhex* mutants (Fig. 4c, d). Interestingly, wild-type and *hhex* mutant cells could be observed in vISVs, suggesting a defect in tip cell specification or behavior in *hhex* mutant cells. Wild-type tip cells may thus be sufficient to guide *hhex* mutant stalk cells and assemble a mosaic ISV. However, only wild-type cells were detectable in the TD of *hhex* mutants hosts, indicating that *hhex* is necessary for LEC differentiation.

**Fig. 4:**
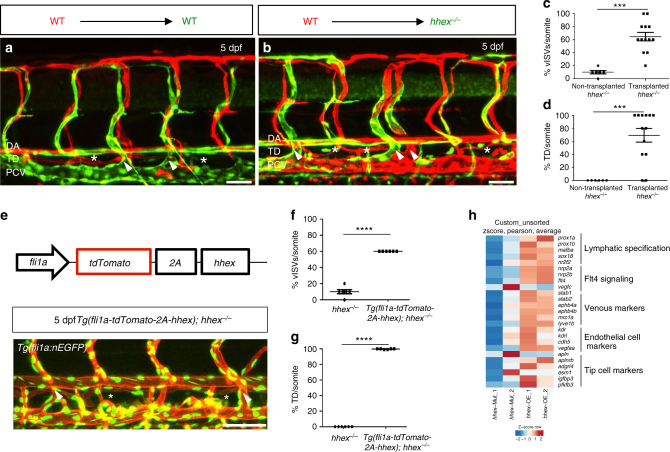
Hhex is required cell-autonomously in endothelial cells to promote venous and lymphatic sprouting in zebrafish. **a**, **b** Transplantation of *Tg(fli1ep:DsRedEx)* donor cells into *TgBAC(etv2:EGFP)* hosts derived from *hhex*^*+/−*^ incrosses. Wild-type endothelial cells contribute to arteries, veins, and lymphatics in wild-type sibling (**a**) and mutant (**b**) hosts at 5 dpf (arrowheads point to vISVs; asterisks indicate TD). **c**, **d** Quantification of vISVs (**c**) and TD extensions (**d**) across four somites in *hhex*^*−/−*^ larvae with transplanted wild-type cells (*n* = 13) vs. *hhex*^*−/−*^ larvae without transplanted wild-type cells (*n* = 6) at 5 dpf. Wild-type endothelial cells can partially rescue both vISV and TD formation in *hhex*^*−/−*^. **e** *hhex* endothelial overexpression strategy using the *fli1a* promoter partially rescues the *hhex*^*−/−*^ vascular phenotype (arrowheads point to vISVs; asterisks indicate TD). **f**, **g** Quantification of vISVs (**f**) and TD (**g**) extensions across four somites in *hhex*^*−/−*^ (*n* = 6) and *Tg(fli1a:tdTomato-2A-hhex); hhex*^*−/−*^ (*n* = 6). **h** RNA sequencing of 48 hpf FACS-sorted *hhex*^*−/−*^ endothelial cells and *hhex*-overexpressing endothelial cells. Heat map comparisons between these datasets identify Hhex as a regulator of genes implicated in lymphatic specification (*prox1a*, *prox1b*, *mafba*, *sox18*, *nr2f2*) and Flt4 signaling (*nrp2a*, *nrp2b*, *flt4*, *vegfc*) while endothelial cell markers are modulated only by endothelial-specific *hhex* overexpression. Values represent means ± s.e.m. ****P ≤ 0.0001 and ***P ≤ 0.001 by *t*-test. Scale bars: 50 μm

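Of the genes shown as endothelial cell markers, kdr (ENSDARG00000017321, chromosome 20, 22321315 to 22377871) had a normalized value of 6161.5 ± 909 (SD, n = 2) in overexpression, 3024 ± 2403 (SD, n = 2) in mutants and 3086.5 ± 1042 (SD, n = 2) in siblings. Against siblings its log2 fold change was 1.031 in overexpression (standard error 0.53, adjusted p = 0.382 from limma) and -0.26 in mutants (standard error 0.53, adjusted p = 1 from limma). The corresponding changes of cdh5 were 0.79 and -0.25, those of kdrl 0.69 and -0.061 and those of vegfaa 0.30 and -0.41, with adjusted p-values between 0.434 and 1 from limma. In overexpression both libraries lay above both sibling libraries for kdr, cdh5 and vegfaa but not for kdrl. For vegfaa this rests on the deposited value of 43 in sibling replicate 2, where Supplementary Table 1 has 66, above the overexpression values of 55 and 54. The change of kdrl was 0.22 without sibling replicate 1 and 1.16 without sibling replicate 2. The rises of kdr and cdh5 were also smaller without sibling replicate 1, the lower sibling library for both genes. A gene on the same strand overlaps cdh5. With only the 4 libraries of the 2 groups in the fit, kdr passed between overexpression and siblings (adjusted p = 0.0477 from limma, in a range from 0.0477 to 0.921 over the alternatives). Rescaling of the libraries to a list of other endothelial markers put the median of all genes between overexpression and siblings at -0.79 in place of 0.022. It changed the direction of kdrl (-0.15), cdh5 (-0.047) and vegfaa (-0.52) in this comparison, each of which stayed above that median, and of kdrl (0.011) between mutants and siblings. The mutant libraries lay far apart, with kdr at 1325 in replicate 1 and 4723 in replicate 2. For kdr, cdh5 and kdrl mutant replicate 1 lay below both sibling libraries and mutant replicate 2 above both. The direction of these changes in mutants therefore rests on single libraries. For vegfc, the gene of the Flt4 ligand, the log2 fold change between overexpression and mutants was -0.62 (standard error 0.46, adjusted p = 0.508 from limma). This change was -1.09 without mutant replicate 1 and -0.15 without mutant replicate 2.

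**Figure D1:**
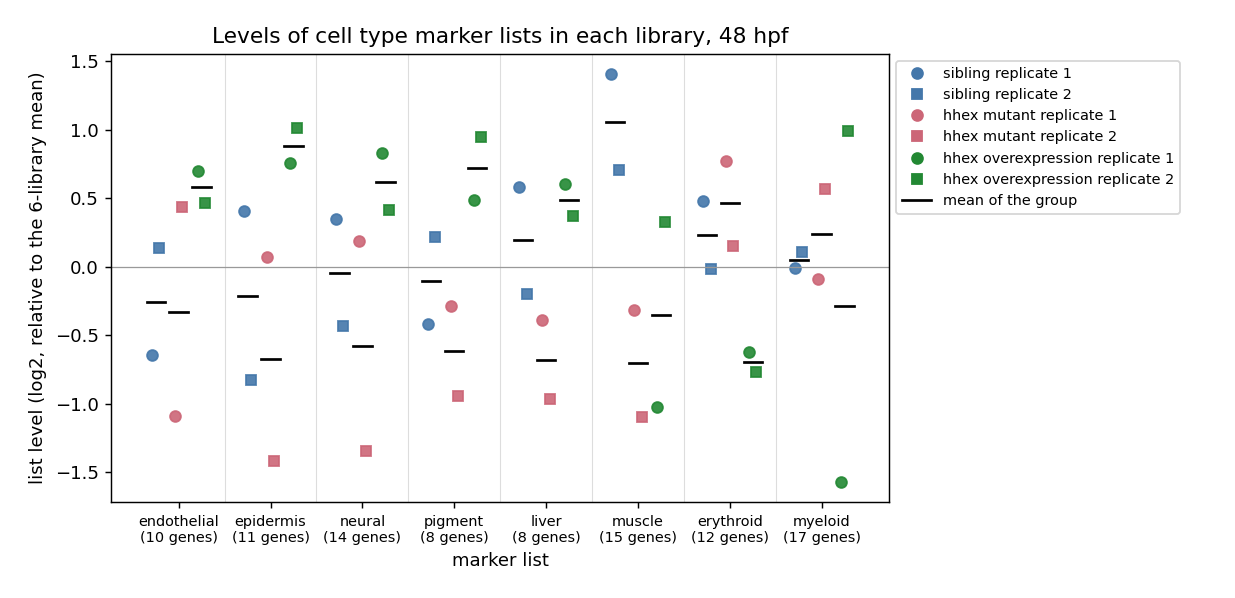
Level of 8 cell type marker lists (horizontal axis) in each of the 6 libraries, as the mean log2 normalized value of the list's genes relative to the mean of the 6 libraries (vertical axis); circles are replicate 1, squares replicate 2, and bars the mean of the 2 libraries of a group. The endothelial list is at 0.70 and 0.47 in overexpression, at -0.65 and 0.13 in siblings and at -1.09 and 0.44 in mutants.

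This list of 10 markers (fli1a, erg, tie1, tek, pecam1, egfl7, esama, clec14a, ecscr and cldn5b), which shares 0 genes with Supplementary Table 1, was higher in overexpression than in siblings by a median log2 fold change of 0.86 relative to all genes (10 of 10 genes above the median of all genes, adjusted p = 0.00418 over 24 list tests from camera). The adjusted p was 0.655 with fry and 0.658 with an estimated inter-gene correlation. The change was 0.47 without sibling replicate 1 and 1.33 without sibling replicate 2. In mutants the list changed by a median of -0.028 (adjusted p = 0.803 from camera). This value rests on libraries that went both ways, since it was 0.74 without mutant replicate 1 and -0.77 without mutant replicate 2.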

To further test the endothelial-autonomous requirement of Hhex in sprouting angiogenesis, we overexpressed *hhex* in endothelial cells using the *fli1a* promoter and visualized the transgenic cells by fusing *tdTomato* to the *hhex* coding sequence separated by a self-cleaving viral 2A peptide sequence (Fig. 4e). We generated a stable transgenic line, *Tg(fli1a:tdTomato-2A-hhex)*, in which vascular and lymphatic development appeared to be unaffected (Supplementary Fig. 6) and crossed it to *hhex*^*+/−*^. Incrosses of *Tg(fli1a:tdTomato-2A-hhex); hhex*^*+/−*^ were used to assess and quantify the rescue of the vascular phenotypes at 5 dpf. Quantification of vISV and TD extensions shows that *hhex* expression in endothelial cells was sufficient to rescue both vISV and TD network formation in *hhex* mutants (Fig. 4f, g), thereby confirming the cell-autonomous function of Hhex during the formation of these structures identified in the cell transplantation experiments.

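Endothelial cells were sorted from zebrafish embryos at 48 hpf, and 2 libraries were sequenced for each of 3 groups, namely wild-type siblings, hhex mutants and embryos overexpressing hhex in endothelial cells from the fli1a promoter. Siblings and mutants were separated by the presence or absence of parachordal lymphangioblasts and sorted for EGFP, whereas the hhex-overexpressing cells were sorted for EGFP and tdTomato, so that the sorting gate differs between the groups. The authors aligned the reads with STAR to the GRCz10 genome, counted reads in exons per gene with featureCounts, leaving out reads that fell on several genes or aligned to several places, and deposited for 31701 genes the read number divided by 1 size factor per library and rounded to whole numbers. These normalized values summed to 19133058 and 20725468 in the 2 sibling libraries, to 22296272 and 23381023 in the mutant libraries and to 20785501 and 21531170 in the overexpression libraries. From the steps between low values, 1 read was worth between 0.8102 and 1.0963 units, which gives between 19651603 and 23615228 reads counted on genes per library. The minimum number of reads that the paper gives refers to sequenced reads and not to reads counted on genes. Ribosomal RNA genes held between 32.4% and 36.0% of the normalized total, and the 10 most abundant genes of each library between 54.9% and 58.7%. The targeted gene, hhex, had normalized values of 204 and 279 in the sibling libraries, 613 and 1157 in the mutant libraries and 764 and 925 in the overexpression libraries.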

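For each comparison, log2 of the deposited value plus a pseudocount of 1 was fitted with limma for the 20900 genes with a mean of at least 5 over the 6 libraries, with all 3 groups in one fit and Benjamini-Hochberg adjustment. Fold changes are therefore on the log2(value + 1) scale and understate the change of genes with low values. In this fit 0 genes reached an adjusted p of 0.05 between overexpression and siblings, between mutants and siblings, or between overexpression and mutants, while 3135, 711 and 3675 genes, respectively, had an unadjusted p under 0.05. Between overexpression and siblings the alternative that moved this count most was a fit of only the 4 libraries of the 2 groups compared, in which 841 genes passed, 392 higher and 449 lower. The same fit gave 0 genes in the other two comparisons, with 522 genes at an unadjusted p under 0.05 between mutants and siblings and 2868 between overexpression and mutants. Between overexpression and mutants the count moved most, to 48 genes, 1 higher and 47 lower, after rescaling of the libraries to a list of endothelial markers, and between mutants and siblings it stayed at 0 throughout. That rescaling put the median of all genes between overexpression and mutants at -0.87. The median standard deviation between the 2 libraries of a group on the log2 scale, over genes with a mean of at least 50, was 0.31 in mutants, against 0.20 in siblings and 0.17 in overexpression. With 2 libraries per group an exact permutation test of a single gene cannot give a two-sided p below 0.333, and the libraries of 2 groups lie apart without overlap by chance for 33.3% of genes.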

To identify additional Hhex target genes, we performed RNA sequencing on 48 hpf *hhex* mutant endothelial cells, *hhex*-overexpressing endothelial cells, and wild-type endothelial cells (Fig. 4h). 

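The gene annotation deposited with the values gives GO terms for 9365 gene identifiers, and 7 terms were taken from it for a test of whole gene sets, which does not depend on a list of significant genes. Each set was tested with camera on the limma statistics with a preset inter-gene correlation of 0.01, and the p-values were adjusted over the 21 tests of 7 sets in 3 comparisons. Fold changes of a set are medians given relative to the median of all genes. Between overexpression and mutants, the 23 tested genes of lymph vessel development were higher by a median of 0.41 on the log2 scale (15 of 23 genes above the median of all genes, adjusted p = 0.0288 from camera). Hemopoiesis, with 168 genes, fell by 0.32 in this comparison (59 of 168 genes above the median, adjusted p = 0.000792 from camera). Between overexpression and siblings, the 191 genes of vasculature development were higher by a median of 0.30 (122 of 191 genes above the median, adjusted p = 0.00886 from camera), hemopoiesis fell by 0.25 (62 of 168 genes above the median, adjusted p = 0.00542 from camera), and lymph vessel development, at 0.47, had an adjusted p of 0.0507 from camera. This last test passed with a replicate block, with only the 4 libraries of the 2 groups, with a mean of at least 50 and without either mutant library, and its adjusted p ranged from 0.00649 to 0.898 over the alternatives. Its change was 0.29 without overexpression replicate 1 and 0.75 without sibling replicate 2. The mean level of the lymph vessel genes in each library, relative to the mean of the 6 libraries, was -0.29 and 0.16 in siblings, -0.42 and 0.19 in mutants and 0.11 and 0.24 in overexpression, so that mutant replicate 2 lay between the overexpression libraries. Without mutant replicate 1 the median change of this set between overexpression and mutants was 0.15, and without mutant replicate 2 it was 0.82. Its size also depended on the filter, since it was 0.87 at a mean of at least 50. The change of hemopoiesis between overexpression and mutants was -0.17 without mutant replicate 1, and that of vasculature development between overexpression and siblings was 0.47 without sibling replicate 2. None of the 21 tests passed an adjusted p of 0.05 with fry or with an estimated inter-gene correlation, where hemopoiesis had adjusted p-values of 0.0897 and 0.726 in both comparisons. After rescaling of the libraries to a list of endothelial markers, vasculature development between overexpression and siblings (adjusted p = 0.0901 from camera) and lymph vessel development between overexpression and mutants (adjusted p = 0.299 from camera) no longer passed. Over the alternatives the adjusted p ranged from 0.000425 to 0.898 for the former and from 0.00164 to 0.898 for the latter.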

Analysis of gene set enrichments between endothelial overexpression and mutant conditions pointed to a role for *hhex* in lymphatic vessel development (upregulation) and hematopoiesis (downregulation) (Supplementary Fig. 7a, b), while comparisons between endothelial overexpression and wild-type conditions pointed to a role for *hhex* in vascular development (upregulation) and hematopoiesis (downregulation) (Supplementary Fig. 7c, d). By comparing endothelial overexpression and mutant conditions, we also found that the expression of genes implicated in lymphatic specification (*prox1a*, *prox1b*, *sox18*, *nr2f2*, *mafba*) and Flt4 signaling (*nrp2a*, *nrp2b*, *flt4*) was modulated by Hhex (Fig. 4h and Supplementary Table 1). 

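The normalized values of the 8 genes were higher in both overexpression libraries than in both mutant libraries. On GRCz10, flt4 (ENSDARG00000104453) lies on chromosome 14 from 15511491 to 15651094, and its normalized value was 2983.5 ± 238 (SD, n = 2) in overexpression and 807 ± 714 (SD, n = 2) in mutants. This is a log2 fold change of 2.24 with a standard error of 0.62 and an adjusted p of 0.171 from limma. The 2 mutant libraries had flt4 values of 302 and 1312, and the fold change was 1.18 without mutant replicate 1 and 3.30 without mutant replicate 2. The largest change among the 8 genes was that of nrp2b (ENSDARG00000038446, chromosome 9, 14396367 to 14533631), at 3085.5 ± 197 in overexpression and 540 ± 341 in mutants, with a log2 fold change of 2.67, a standard error of 0.51 and an adjusted p of 0.129 from limma. Its paralog nrp2a rose by 1.97 (standard error 0.44, adjusted p = 0.145 from limma). Among the transcription factors, prox1a (ENSDARG00000055158, chromosome 17, 32870009 to 32913277) was 239 ± 117 in mutants, with a log2 fold change of 1.5, a standard error of 0.43 and an adjusted p of 0.177 from limma. The log2 fold change was 1.5 for sox18, 1.45 for prox1b, 1.25 for mafba and 1.01 for nr2f2, with adjusted p-values between 0.177 and 0.303 from limma. All 8 changes were smaller without mutant replicate 1, at 0.98 for prox1a, 0.96 for sox18, 0.68 for prox1b, 0.64 for mafba, 0.25 for nr2f2, 1.55 for nrp2a and 1.98 for nrp2b, and nr2f2 was at 1.76 without mutant replicate 2. The 26 genes of Supplementary Table 1 come from the study of these same samples, and the paper does not state how they were chosen. An adjustment over this list alone therefore cannot count as independent evidence. By it 9 of the 26 genes passed 0.05, among them prox1a, mafba, sox18, nrp2a, nrp2b and flt4. Over all genes tested 0 of 26 passed, and 17 had an unadjusted p under 0.05.

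**Figure D2:**
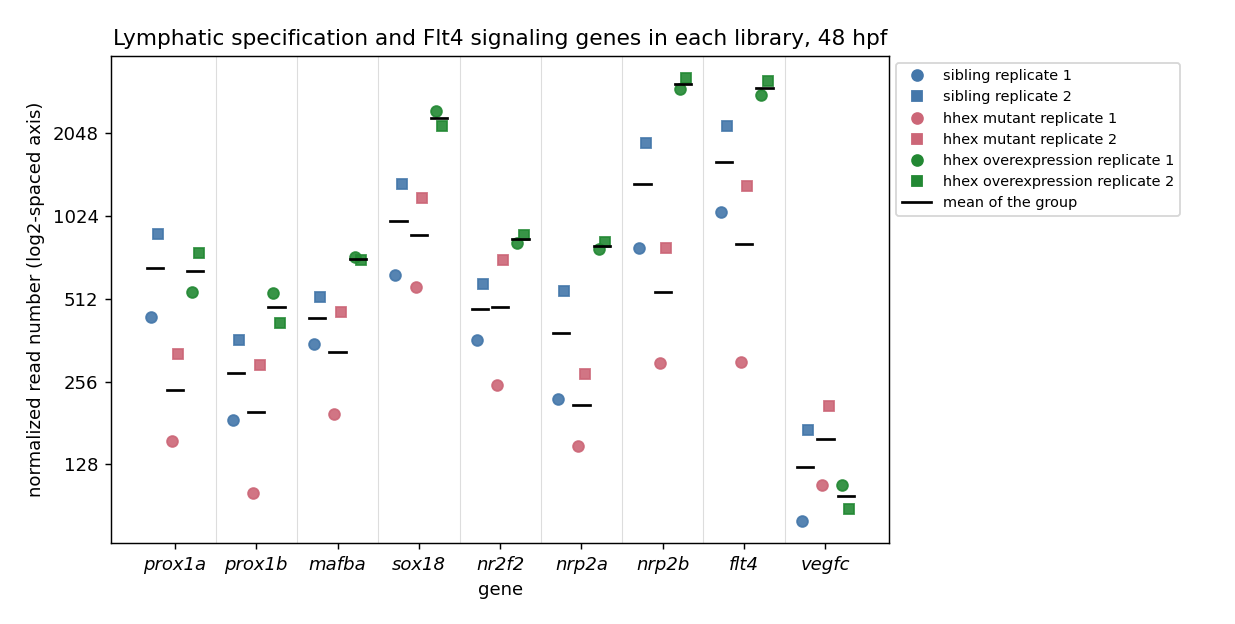
Normalized read number (vertical axis, log2-spaced) of 9 genes of lymphatic specification and Flt4 signaling in each of the 6 libraries; circles are replicate 1, squares replicate 2, and bars the mean of the 2 libraries of a group. For flt4 the overexpression libraries, at 2815 and 3152, lie above mutant libraries that differ from each other, at 302 and 1312, and for vegfc the groups overlap.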

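After rescaling of the libraries to the endothelial marker list, which puts the median of all genes between overexpression and mutants at -0.87 in place of 0.020, the log2 fold changes of the 8 genes stayed above 0, between 0.097 for nr2f2 and 1.76 for nrp2b, with adjusted p-values between 0.431 and 0.956 from limma. From the enriched terms, these genes, the venous and tip cell markers and quantitative PCR, the paper concludes that Hhex is able to regulate, within endothelial cells themselves, genes of lymphangiogenesis and of sprouting angiogenesis.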

Interestingly, endothelial expression of *sox18* and *nr2f2* did not seem to be affected in *hhex* mutants but was upregulated following Hhex overexpression. 

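In mutants, sox18 (ENSDARG00000058598, chromosome 23, 8862173 to 8864910) had a normalized value of 873.5 ± 439 (SD, n = 2) against 978 ± 501 (SD, n = 2) in siblings, a log2 fold change of -0.16 with a standard error of 0.43 (adjusted p = 1 from limma). The values of nr2f2 (ENSDARG00000040926, chromosome 18, 23882118 to 24036481) were 478.5 ± 325 in mutants and 469 ± 153 in siblings (log2 fold change -0.12, standard error 0.46, adjusted p = 1 from limma). Both differences were smaller than their standard errors, and with libraries taken as unpaired their direction depended on single libraries. Without mutant replicate 1 the change of nr2f2 was 0.63, and without sibling replicate 2 that of sox18 was 0.39. Leaving out 1 library breaks a pairing by replicate number, and no block for siblings and mutants alone was fitted. By number, sox18 was lower in mutants in both replicates (563 against 624, 1184 against 1332). For nr2f2, replicate 1 was lower (249 against 361) and replicate 2 higher (708 against 577). In overexpression, sox18 reached 2312 ± 214, a log2 fold change of 1.34 against siblings (standard error 0.43, adjusted p = 0.256 from limma), and nr2f2 reached 845 ± 41.0 (log2 fold change 0.89, standard error 0.46, adjusted p = 0.387 from limma). In both genes the overexpression libraries lay above both sibling libraries, but neither difference passed an adjusted p of 0.05. Without sibling replicate 1 the change in overexpression was 0.79 for sox18 and 0.55 for nr2f2. A gene on the other strand overlaps nr2f2, and the paper does not state whether reads were counted by strand.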

The expression of venous markers including *stab1*, *stab2*, *ephb4a*, *ephb4b*, and *mrc1a* did not appear to be strongly modulated in *hhex* mutant endothelial cells, except for that of *lyve1b*. 

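Between mutants and siblings the venous markers differed by less than their standard errors. The log2 fold change was -0.45 for stab1 (standard error 0.59), -0.11 for stab2 (0.55), 0.0096 for ephb4a (0.46), -0.28 for ephb4b (0.40) and -0.027 for mrc1a (0.55), and the values of the 2 groups overlapped for each of these genes. Their directions rested on single libraries, since the changes were 0.54, 0.73, 0.74, 0.36 and 0.85, in the same order, without mutant replicate 1, and -1.43, -0.95, -0.72, -0.93 and -0.91 without mutant replicate 2. The direction changed for mrc1a after rescaling of the libraries to the endothelial marker list (0.044) and for ephb4a with quantile scaling (-0.024). The largest change was that of lyve1b (ENSDARG00000062483, chromosome 18, 16755247 to 16758322), from 336.5 ± 207 (SD, n = 2) in siblings to 239.5 ± 176 (SD, n = 2) in mutants. Its log2 fold change of -0.56 was also smaller than its standard error of 0.57, and the adjusted p from limma was 1 for all 6 genes. The sibling libraries had lyve1b values of 190 and 483 and the mutant libraries 115 and 364, so that the groups overlapped, and without mutant replicate 1 the fold change was 0.26. By replicate number lyve1b was lower in mutants in both replicates, and a pairing of these groups was not fitted. The difference between lyve1b and the other venous markers was not tested. For stab1 and stab2 a gene on the other strand overlaps, and for stab2 and ephb4b also a gene on the same strand. In overexpression, lyve1b was 928.5 ± 2.12, a log2 fold change of 1.61 against siblings (standard error 0.57, adjusted p = 0.279 from limma). That change was 0.94 without sibling replicate 1.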

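The tip cell markers were compared between overexpression and siblings. The normalized value of aplnrb (ENSDARG00000036670, chromosome 10, 8670575 to 8672661) was 514.5 ± 95.5 (SD, n = 2) in overexpression and 199 ± 122 (SD, n = 2) in siblings, a log2 fold change of 1.5 with a standard error of 0.64 (adjusted p = 0.328 from limma). Its ligand gene apln (ENSDARG00000053279, chromosome 14, 33382636 to 33417401) went the other way, from 936 ± 307 in siblings to 468.5 ± 50.2 in overexpression, a log2 fold change of -0.96 with a standard error of 0.53 (adjusted p = 0.405 from limma). For both genes the 2 overexpression libraries lay apart from the 2 sibling libraries, with apln at 433 and 504 against 719 and 1153. The change was 0.84 for aplnrb and -1.3 for apln without sibling replicate 1, and 2.16 and -0.62 without sibling replicate 2. The log2 fold change was 1.07 for adgrl4 (standard error 0.47), 0.94 for igfbp3 (0.61), 0.67 for pfkfb3 (0.31) and 0.33 for esm1 (0.55), with adjusted p-values between 0.340 and 0.788 from limma. Without sibling replicate 1 igfbp3 was at 0.41 and esm1 at 0.020, and without sibling replicate 2 pfkfb3 was at 0.41. With only the 4 libraries of the 2 groups in the fit, adgrl4 had an adjusted p of 0.0315 from limma, in a range from 0.0315 to 0.902 over the alternatives. After rescaling to the endothelial marker list the changes of pfkfb3 (-0.16) and esm1 (-0.51) turned negative, where the median of all genes was at -0.79, so that both lay above it. In mutants apln was 704 and 2481, so that replicate 2 decides the mutant mean.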

As *Hhex* expression has been shown to be enriched in tip cells^24^, we also checked different tip cell markers (*apln*, *aplnrb*, *adgrl4*, *esm1*, *igfbp3*, *pfkfb3*) and found that *hhex* overexpression enhanced *aplnrb* expression but decreased *apln* expression. Finally, using quantitative PCR (qPCR) analysis to further test the RNA sequencing data, we found that *hhex* could regulate *vegfc*, *flt4*, and *prox1a* expression even though *hhex* overexpression was not sufficient to increase *prox1a* expression (Supplementary Fig. 7e). Altogether, these data indicate that Hhex can cell-autonomously regulate the expression of genes implicated not only in lymphangiogenesis but also in sprouting angiogenesis.

### HHEX regulates angiogenesis and lymphangiogenesis in mammals

To determine whether HHEX function in angiogenesis and lymphangiogenesis is conserved in mammals, we first took advantage of a previously described *Hhex-IRES-Venus* mouse reporter line^25^. We performed immunostaining on transverse sections from embryonic (E) day  E10.5 embryos focusing on the CV region where LEC precursors are still located within the vein and where specified LECs have already migrated outside the vein. We observed *Hhex* reporter expression in PECAM^+^ blood endothelial cells as well as in PECAM^+^/PROX1^+^ LECs (Fig. 5a–d). We also performed immunostaining on adult skin and small intestine and observed that the *Hhex* reporter is still expressed in blood endothelial cells and LECs (Fig. 5e–l). These data show that the *Hhex* reporter is expressed by endothelial cells in both blood and lymphatic vessels, from early development until adulthood.

**Fig. 5:**
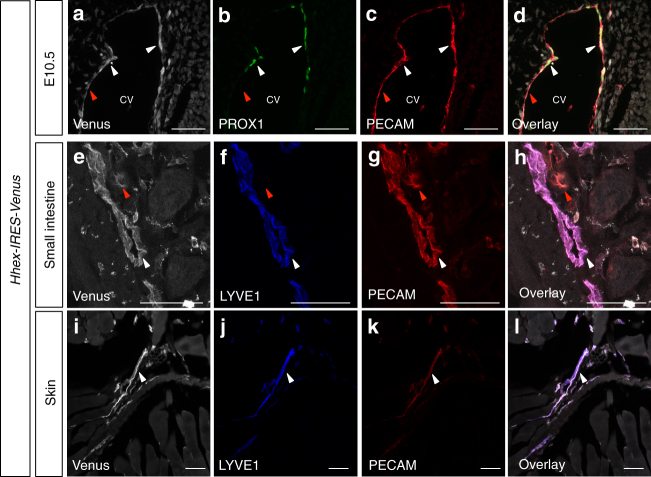
*Hhex-IRES-Venus* is expressed by vascular endothelial cells and lymphatic endothelial cells during mouse development and adulthood. **a**–**d** Maximum intensity projections of confocal images of an E10.5 *Hhex-IRES-Venus* embryo in the CV region after Venus (white), PROX1 (green), and PECAM (red) immunostaining. **e**–**l** Maximum intensity projections of confocal images of an *Hhex-IRES-Venus* adult mouse small intestine (**e**–**h**) and skin (**i**–**l**) after Venus (white), LYVE1 (blue) and PECAM (red) immunostaining. *Hhex-IRES-Venus* expression is observed in blood endothelial cells (red arrowheads) as well as LECs (white arrowheads). Scale bars: 50 μm

To understand the precise function of *Hhex* during angiogenesis and lymphangiogenesis, we reanalyzed the phenotype of the global *Hhex* knockout by crossing *Hhex* floxed mice (*Hhex*^*fl/fl*^)^26^ with *Cmv-cre*^27^ to induce recombination in all tissues. We found that *Hhex* mutants were present at a Mendelian ratio at E10.5 and that this ratio decreased starting at E11.5 as previously described^8^. At E10.5, *Hhex* mutant mice exhibited pericardial edema and developmental delay (Supplementary Fig. 8a, b). To characterize the vascular phenotype, we first performed whole-mount PECAM immunostaining on E10.5 embryos and observed strong vascular defects in the head and in the intersomitic vessels in the trunk (Supplementary Fig. 8c–f). We also analyzed the CV region and found a decreased number of PROX1^+^ LECs within the CV and these cells appeared to exhibit weaker PROX1 immunostaining than in wild-types (Supplementary Fig. 8g–i). At E14.5, only 12.5% of *Hhex* mutants could be recovered (mostly as dead or resorbed embryos), and the few surviving *Hhex* mutants presented strong vascular defects and blood-filled lymphatics (Supplementary Fig. 7j, k).

As the strong vascular defects we observed in *Hhex* mutants can affect the number of lymphatic precursors, we decided to cross *Hhex*^*fl/fl*^ with *Tie2-cre* mice^28^ which carry a *cre* transgene active in the blood islands at early stages and targeting both endothelial and hematopoietic cells^29^. No *Tie2-cre Hhex*^*fl/fl*^ animals were recovered at birth, suggesting that mice lacking *Hhex* in *Tie2*-expressing cells die during embryogenesis. At E10.5, *Tie2-cre Hhex*^*fl/fl*^ embryos were recovered at a Mendelian ratio and, similarly to what was observed with the global *Hhex* mutants, this ratio decreased starting at E11.5. *Tie2-cre Hhex*^*fl/fl*^ embryos exhibited pericardial edema and developmental delay (Fig. 6a). Similarly, *Flt4* mutant embryos started to die from E10.5 due to severe cardiovascular defects and exhibited yolk sac vasculature defects, pericardial edema, and developmental delay^30^. We performed whole-mount FLT4 immunostaining on E10.5 embryos and observed that *Tie2-cre Hhex*^*fl/fl*^ embryos exhibited a strong decrease in FLT4 immunostaining notably in the intersomitic vessels (Fig. 6b, c), possibly explaining the vascular phenotype. To further characterize the vascular phenotype, we also performed whole-mount PECAM immunostaining on E10.5 embryos and observed some vascular branching defects in the head (Fig. 6d–f).

**Fig. 6:**
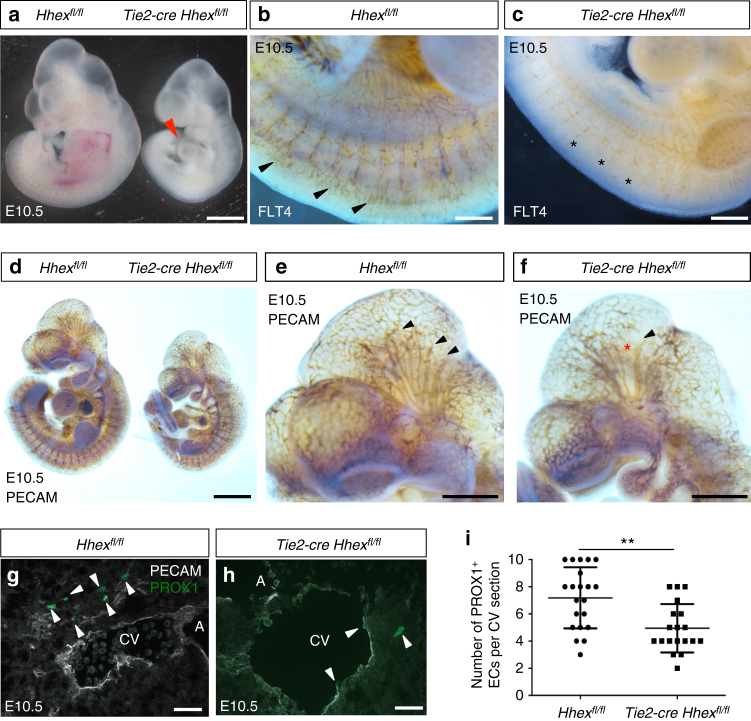
*Tie2-cre Hhex*^*fl/fl*^ mouse embryos exhibit minor vascular defects and a reduced number of PROX1^+^ endothelial cells at E10.5. **a** Whole-mount view of *Hhex*^*fl/fl*^ and *Tie2-cre Hhex*^*fl/fl*^ embryos at E10.5. *Hhex* mutants exhibit pericardial edema (red arrowhead) as well as developmental delay. **b**, **c** Whole-mount views of *Hhex*^*fl/fl*^ and *Tie2-cre Hhex*^*fl/fl*^ embryos at E10.5 after FLT4 immunostaining. *Hhex* mutants exhibit a strong decrease in FLT4 expression in the intersomitic vessels (arrowheads point to intersomitic vessels; asterisks indicate reduction of FLT4 expression in the same structures). **d**–**f** Whole-mount view of *Hhex*^*fl/fl*^ and *Tie2-cre Hhex*^*fl/fl*^ embryos at E10.5 after PECAM immunostaining. *Hhex* mutants exhibit minor vascular defects in the head (arrowheads point to blood vessels in *Hhex*^*fl/fl*^ and *Tie2-cre Hhex*^*fl/fl*^; asterisk indicates lack of vessels in the same structures in *Tie2-cre Hhex*^*fl/fl*^). **g**, **h** Maximum intensity projections of confocal images from transverse cryosections of *Hhex*^*fl/fl*^ and *Tie2-cre Hhex*^*fl/fl*^ E10.5 embryos after immunostaining for PECAM (white) and PROX1 (green) in the cardinal vein (CV) and aorta (A) region. *Hhex* mutants exhibit fewer PROX1^+^/PECAM^+^ endothelial cells in the region of the CV (arrowheads point to PROX1^+^/PECAM^+^ endothelial cells). **i** Quantification of the number of PROX1^+^ endothelial cells in the CV region in *Hhex*^*fl/fl*^ (*n* = 2) and *Tie2-cre Hhex*^*fl/fl*^ (*n* = 2) embryos. Values represent means ± s.e.m. **P ≤ 0.01 by *t*-test. Scale bars: 1 mm (**a**, **d**), 200 μm (**b**, **c**), 500 μm (**e**, **f**), and 20 μm (**g**, **h**)

The VEGFC/FLT4/PROX1 signaling axis has been shown to regulate the number of LECs in a dose-dependent manner^21,31,32^. To investigate whether HHEX affects the number of LECs, we quantified the number of PROX1^+^ cells in the CV region. *Tie2-cre Hhex*^*fl/fl*^ mutants contained fewer PROX1^+^ endothelial cells in the CV compared to wild-type siblings (Fig. 6g–i). Importantly, and as observed in global *Hhex*^*−/−*^ embryos, these LECs were mostly within the vein and rarely outside. As decreased expression levels of *Flt4* and *Prox1* have been shown to trigger the same phenotype, these results suggest a migration defect in addition to the observed reduction in the number of LECs. At E14.5, the percentage of *Tie2-cre Hhex*^*fl/fl*^ embryos recovered was below the expected Mendelian ratio (around 15% instead of the expected 25%), indicating that some *Tie2-cre Hhex*^*fl/fl*^ embryos die at earlier stages. *Tie2-cre Hhex*^*fl/fl*^ embryos alive at this stage exhibited severe lymphatic defects with edema and blood-filled lymphatics (Fig. 7a, c, e-f). Moreover, whole-mount LYVE1 immunostaining revealed that *Tie2-cre Hhex*^*fl/fl*^ embryos exhibit defects in the superficial lymphatic vasculature including a reduction in the number of lymphatic vessels (Fig. 7b, d). We also examined the effects of deleting *Hhex* in *Tie2-Cre*-expressing cells on the blood and lymphatic vasculature using the dorsal skin model. At E14.5, LECs sprout and migrate towards the dorsal midline to form a stereotypical network^33^. Whole-mount immunostaining of the embryonic mouse skin with PECAM and NRP2 antibodies showed that both blood and lymphatic vascular networks were strongly affected in *Tie2-cre Hhex*^*fl/fl*^ embryos compared to *Hhex*^*fl/fl*^ (Fig. 7g–j). Interestingly, lymphatic vessels in *Tie2-cre Hhex*^*fl/fl*^ mutants displayed decreased intensity of NRP2 immunostaining compared to wild-type.

**Fig. 7:**
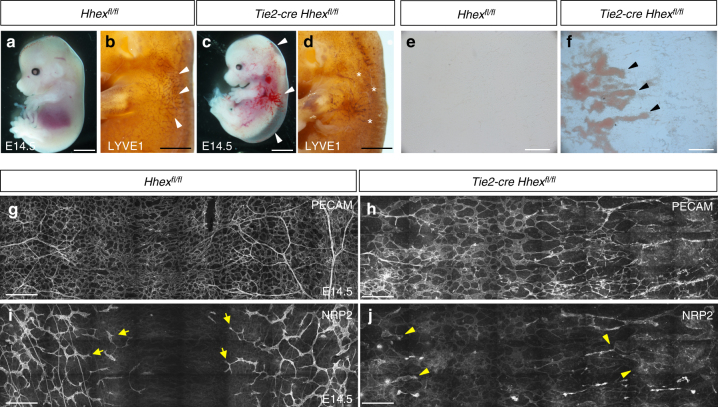
*Tie2-cre Hhex*^*fl/fl*^ mouse embryos exhibit strong vascular and lymphatic defects at E14.5. **a**–**c** Morphology of *Hhex*^*fl/fl*^ and *Tie2-cre Hhex*^*fl/fl*^ mouse embryos at E14.5. *Hhex* inactivation in *Tie2*-expressing cells leads to lymphatic defects including edema and blood-filled lymphatics (arrowheads). **b**–**d** Whole-mount views of *Hhex*^*fl/fl*^ and *Tie2-cre Hhex*^*fl/fl*^ embryos at E14.5 after LYVE1 immunostaining. *Hhex* mutants exhibit defects in lymphatic patterning with a reduced lymphatic vasculature in the skin (arrowheads indicate LYVE1^+^ lymphatic vessels, asterisks indicate lack of these vessels in the same area in *Tie2-cre Hhex*^*fl/fl*^). **e**, **f** Brightfield pictures of *Hhex*^*fl/fl*^ and *Tie2-cre Hhex*^*fl/fl*^ skin at E14.5. *Hhex* mutants exhibit blood-filled lymphatics (arrowheads). **g**, **h** Whole-mount views of *Hhex*^*fl/fl*^ and *Tie2-cre Hhex*^*fl/fl*^ skin at E14.5 after PECAM immunostaining. *Hhex* mutants exhibit strong vascular defects at E14.5. **i**, **j** Whole-mount views of *Hhex*^*fl/fl*^ and *Tie2-cre Hhex*^*fl/fl*^ skin at E14.5 after NRP2 immunostaining. *Hhex* mutants exhibit strong lymphatic defects at E14.5 (arrows point to lymphatic vessels; arrowheads point to blood-filled lymphatic vessels with decreased intensity of NRP2 immunostaining). Scale bars: 2 mm (**a**, **c**), 1 mm (**b**, **d**), 200 μm (**e**, **f**), and 250 μm (**g**–**j**)

In order to investigate the role of *Hhex* during lymphatic development, we crossed *Hhex*^*fl/fl*^ with *Prox1-cre*^*ERT2*^, a tamoxifen-inducible cre recombinase expressed in LECs^34^. Tamoxifen delivery from E10.5 to 12.5 to delete *Hhex* in LECs after their specification resulted in edema and blood-filled lymphatics at E16.5 (Fig. 8a–d). Additionally, 10% of *Prox1-cre*^*ERT2*^ *Hhex*^*fl/fl*^ embryos were found dead at this stage. Whole-mount immunostaining of the embryonic mouse skin with PECAM and NRP2 antibodies showed that the blood vascular network was not affected in *Prox1-cre*^*ERT2*^ *Hhex*^*fl/fl*^ embryos, while the lymphatic network was clearly affected (Fig. 8e–h). The lymphatic vessels were shorter, wider, and exhibited fewer branches in mutants compared to wild-types (Fig. 8i–k). These results show that *Hhex* is important for the establishment of the lymphatic network during dermal lymphatic formation. Altogether, we investigated the role of *Hhex* during blood and lymphatic vascular development using global and conditional mouse mutants. The timing of *Hhex* recombination as well as the different phenotypes observed in *Hhex*^*−/−*^, *Tie2-cre Hhex*^*fl/fl*^, and *Prox1-cre*^*ERT2*^ *Hhex*^*fl/fl*^ embryos are summarized in Fig. 9.

**Fig. 8:**
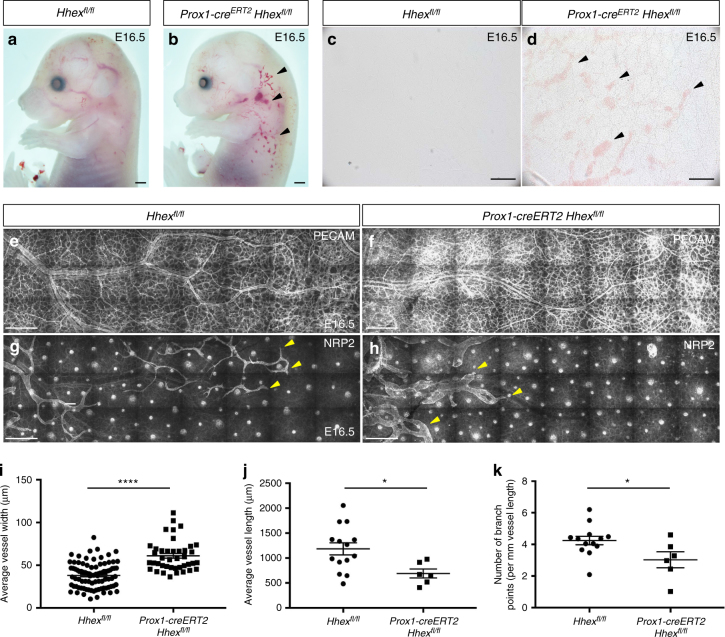
*Prox1-cre*^*ERT2*^ *Hhex*^*fl/fl*^ mouse embryos exhibit lymphatic defects at E16.5. **a**, **b** Whole-mount views of *Hhex*^*fl/fl*^ and *Prox1-cre*^*ERT2*^ *Hhex*^*fl/fl*^ embryos at E16.5 after tamoxifen injection at E10.5, 11.5, and 12.5. *Hhex* deletion in *Prox1*-expressing cells leads to lymphatic defects including edema and blood-filled lymphatics (arrowheads). **c**, **d** Brightfield pictures of *Hhex*^*fl/fl*^ and *Prox1-cre*^*ERT2*^ *Hhex*^*fl/fl*^ skin at E16.5. *Hhex* mutants exhibit blood-filled lymphatics (arrowheads). **e**–**h** Whole-mount views of *Hhex*^*fl/fl*^ and *Prox1-cre*^*ERT2*^ *Hhex*^*fl/fl*^ skin at E16.5 after PECAM (**e**–**f**) and NRP2 (**g**, **h**) immunostaining. *Hhex* mutants do not exhibit vascular defects but clear lymphatic defects (arrowheads point to lymphatic vessels). **i**–**k** Quantification of the lymphatic network including average vessel width (**i**), average vessel length (**j**), and number of branch points (per mm vessel length) (**k**) in *Hhex*^*fl/fl*^ (*n* = 3) and *Prox1-cre*^*ERT2*^ *Hhex*^*fl/fl*^ (*n* = 3) skin at E16.5. Values represent means ± s.e.m. ****P ≤ 0.0001 and *P ≤ 0.05 by *t*-test. Scale bars: 1 mm (**a**, **b**), 200 μm (**c**, **d**), and 250 μm (**e**–**h**)

**Fig. 9:**
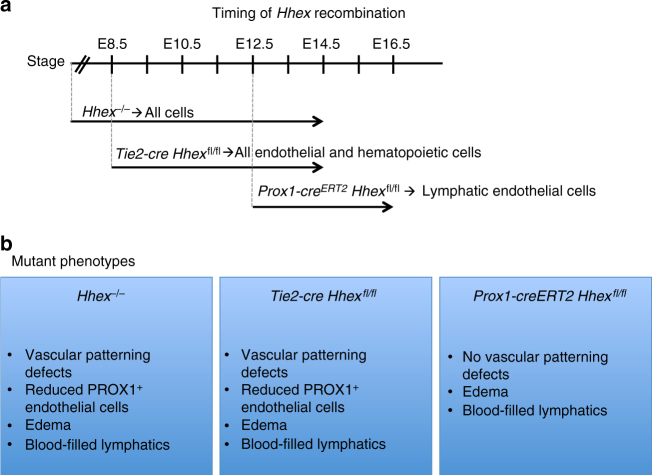
Summary of the effects of global and conditional *Hhex* deletion during vascular development in mouse. **a** Stages when *Hhex* recombination occurs in *Hhex*^*−/*^^*−*^, *Tie2-cre Hhex*^*fl/fl*^, and *Prox1-cre*^*ERT2*^ *Hhex*^*fl/fl*^. **b** Consequences of *Hhex* deletion in *Hhex*^*-/-*^, *Tie2-cre Hhex*^*fl/fl*^, and *Prox1-cre*^*ERT2*^ *Hhex*^*fl/f*^ are summarized in the blue boxes

To test whether the role of HHEX is conserved in humans, we performed cell culture experiments to knockdown *HHEX* in human umbilical vein endothelial cells (HUVECs) (Fig. 10a) and in human dermal LECs (HDLECs) (Fig. 10b). Similarly to what we observed in both zebrafish and mouse embryos, decrease of *HHEX* expression in HUVECs and HDLECs led to decreased expression of *FLT4* while *VEGFC* was upregulated (Fig. 10a, b). Interestingly, *HHEX* knockdown in HDLECs also led to downregulation of *PROX1* expression consistent with our observations in zebrafish and mouse (Fig. 10b).

**Fig. 10:**
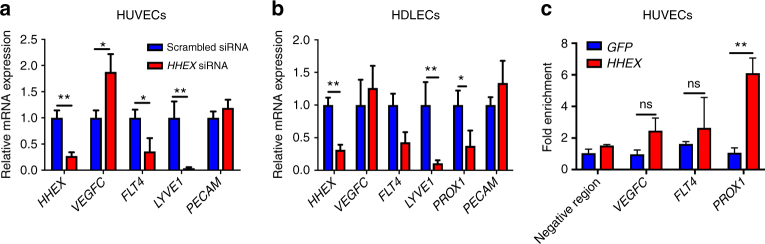
HHEX regulates the VEGFC/FLT4/PROX1 pathway in human endothelial cells and binds the PROX1 promoter. **a**, **b** qPCR analysis of *HHEX*, *VEGFC*, *FLT4*, *LYVE1*, *PROX1*, and *PECAM* expression in HUVECs (**a**) and HDLECs (**b**) treated with *HHEX* siRNA compared to control cells treated with a scrambled siRNA. Knockdown of *HHEX* led to downregulation of *FLT4*, *PROX1*, and *LYVE1* and upregulation of *VEGFC* expression. **c** Chromatin immunoprecipitation (ChIP) experiment using *Myc-HHEX* adenovirus in HUVECs. qPCR using primers for specific *FLT4*, *VEGFC*, and *PROX1* regions was carried out and enrichment relative to the percentage of input in the IP sample at *PRM2* (control region) is shown. HHEX does not appear to bind the *FLT4* promoter or *VEGFC* 3′ region but strongly binds the *PROX1* promoter. Values represent means ± s.e.m. **P ≤ 0.01; *P ≤ 0.05; ns, not significant by Mann-Whitney (**a**, **b**) or Bonferroni post hoc (**c**)

Using in silico predictions, we identified putative HHEX binding sites 2 kb upstream of the *FLT4* transcriptional start site, 800 bp upstream of the *PROX1* transcriptional start site, and in the 3′ region of *VEGFC*. To test whether the transcriptional changes we observed were a result of direct HHEX binding to *VEGFC*, *FLT4*, and *PROX1* regulatory elements or via indirect routes, we performed chromatin immunoprecipitation (ChIP) experiments using *Myc-HHEX* adenovirus transfected in HUVECs (Fig. 10c). We observed a significant enrichment of Myc-HHEX at the putative HHEX binding sites upstream of the *PROX1* transcriptional start site (Fig. 10c), suggesting that *PROX1* is a direct transcriptional target of HHEX. In contrast, our analyses did not show binding of HHEX directly to potential regulatory regions of *FLT4* or *VEGFC* (Fig. 10c), suggesting that HHEX regulation of these targets is indirect, or that other HHEX binding sites are present in distal regions. Altogether, these data indicate that HHEX regulates the VEGFC/FLT4/PROX1 axis in zebrafish, mouse, and human endothelial cells.

## Discussion

Although the transcriptional networks underlying the development of the blood and lymphatic vessels have started to become better described, a complete understanding of these processes remains a major goal. Here, using a combination of systems and approaches, we have shown that the transcription factor HHEX functions upstream of several key players in blood and lymphatic vessel development, namely those of the VEGFC/FLT4/PROX1 axis.

The formation of the lymphatic vasculature through the VEGFC/FLT4/PROX1 axis is an evolutionarily conserved process across vertebrates. Here, using zebrafish, we showed that *hhex* is necessary for venous and lymphatic sprouting from the PCV. *hhex* mRNA expression is not restricted to lymphatic precursors as marked by Prox1 expression, but is observed in both venous endothelial cells and LECs during sprouting from the PCV. *hhex* mutants exhibit unique gene expression changes, with a strong decrease in *flt4* expression coupled to ectopic expression of *vegfc* in the PCV. Interestingly, *FLT4* overexpression in zebrafish *hhex* mutants did not completely rescue the angiogenic defects. It is possible that the loss of *hhex* function affects additional pathways involved in sprouting angiogenesis from the vein, or that the *FLT4* mRNA injections are not able to provide adequate levels of Flt4 function when needed. Furthermore, overexpression of *hhex* in endothelial cells increased *flt4* expression while *vegfc* was downregulated. 

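The paper also measured these genes by quantitative PCR on dissected trunks, where overexpression raised flt4 and lowered vegfc. In mutants, quantitative PCR and in situ hybridization had flt4 lower and vegfc higher. The values here are of sorted endothelial cells and do not test those measurements. In the RNA sequencing, flt4 had a normalized value of 1609 ± 788 (SD, n = 2) in sibling endothelial cells, and its log2 fold change in overexpression against siblings was 0.98 (standard error 0.62, adjusted p = 0.459 from limma). Both overexpression libraries lay above both sibling libraries, which had flt4 values of 1052 and 2166. Without sibling replicate 1 the change was 0.46 and without sibling replicate 2 it was 1.5. Rescaling to the endothelial marker list left the flt4 change at 0.14 (adjusted p = 0.945 from limma), where the median of all genes was at -0.79. In mutants against siblings the change of flt4 was -1.26 (standard error 0.62, unadjusted p = 0.077 from limma), and -1.19 after this rescaling. By replicate number flt4 was lower in mutants in both replicates (302 against 1052, 1312 against 2166), although the values of the groups overlapped. For vegfc (ENSDARG00000069640, chromosome 1, 38132757 to 38190124), the values were 98 ± 14.1 (SD, n = 2) in overexpression and 125.5 ± 64.3 (SD, n = 2) in siblings. The log2 fold change of -0.26 was smaller than its standard error of 0.46 (adjusted p = 0.799 from limma), the overexpression values of 108 and 88 lay between the sibling values of 80 and 171, and without sibling replicate 2 the change was 0.28. After rescaling to the endothelial marker list the change of vegfc was -1.09 (adjusted p = 0.604 from limma, the lowest over the alternatives, of which the highest was 0.824), where the median of all genes was at -0.79. In mutants vegfc was 158.5 ± 71.4, a log2 fold change of 0.36 against siblings (standard error 0.46, adjusted p = 1 from limma). It was -0.19 without sibling replicate 1, 0.90 without sibling replicate 2 and -0.11 without mutant replicate 2. By replicate number vegfc was higher in mutants in both replicates (108 against 80, 209 against 171), and a pairing of these groups was not fitted. A gene on the other strand overlaps vegfc.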

One possible explanation for these observations is that reduction of *flt4* expression could affect *vegfc* expression and vice versa. However, Le Guen et al.^19^ showed that *flt4* level was not affected in *vegfc* morphants (and vice versa), thus indicating that Vegfc and Flt4 do not cross-regulate each other transcriptionally. Thus, Hhex appears to regulate at the same time and in an opposite fashion the transcription of genes encoding a growth factor and its receptor.

HHEX has also been implicated in a number of human pathologies, with a crucial role in several types of cancer^35,36^. *HHEX* is overexpressed in human acute myeloid leukemia^35^, while in breast cancer HHEX functions as a suppressor of tumor growth and negatively regulates *VEGFC*^37^. Additionally, *HHEX* expression is upregulated in dermal LECs from type 2 diabetes patients, suggesting a potential lymphatic role for *HHEX* in pathological conditions^38^.

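The deposited table lists hhex (ENSDARG00000098231) under a clone name on chromosome 12 of GRCz10, from 47695602 to 47699931 on the minus strand. Its normalized value was 885 ± 385 (SD, n = 2) in mutants, 844.5 ± 114 (SD, n = 2) in overexpression and 241.5 ± 53.0 (SD, n = 2) in siblings. The log2 fold change in mutants against siblings was 1.82 with a standard error of 0.33. Both mutant libraries lay above both sibling libraries, and with each library left out in turn the fold change stayed between 1.36 and 2.27. The unadjusted p was 0.000606 from limma, the adjusted p was 1 over all genes tested, and adjusted over the list alone of the 26 genes of Supplementary Table 1 it was 0.0158. Over the other settings of the fit the adjusted p over all genes ranged from 0.624 to 1. In overexpression against siblings the log2 fold change was 1.81 (standard error 0.33, adjusted p = 0.191 from limma), and with only the 4 libraries of the 2 groups in the fit the adjusted p was 0.00639, in a range from 0.0061 to 0.608 over the alternatives. Between overexpression and mutants the change was -0.0027 (standard error 0.33, adjusted p = 0.999 from limma). This value rests on mutant libraries that went both ways, since the overexpression libraries, at 764 and 925, lay between them, at 613 and 1157. Rescaling to the endothelial marker list put it at -0.91 (adjusted p = 0.546 from limma), where the median of all genes was at -0.87. The transgene carries the hhex coding sequence, and values per gene do not separate its reads from those of the endogenous gene.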

Our RNA sequencing data suggest that Hhex can negatively regulate its own expression in endothelial cells. Using in situ hybridization, we indeed observed that endothelial *hhex* expression was increased in *hhex* mutants. This finding is consistent with a recent report in hematopoietic cells^39^.

PROX1 is one of the key transcription factors driving the fate and specification of LECs in all vertebrates. We found that *hhex* mutants lack lymphatic precursors as assessed by Prox1 immunostaining and *TgBAC(prox1a:*TagRFP*)* expression. Interestingly, PROX1 is expressed in many of the same tissues and developmental stages as HHEX, including hepatoblasts^22^. Here, we show that HHEX and PROX1 are co-expressed in developing LECs and that HHEX is necessary for PROX1 mRNA and protein expression. RNA sequencing data of endothelial cells from whole zebrafish embryos indicate that *hhex* overexpression does not increase *prox1a* expression, suggesting that Hhex co-factors present in subsets of endothelial cells might be necessary to drive *prox1* expression. 

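The normalized value of prox1a was 644 ± 146 (SD, n = 2) in hhex-overexpressing endothelial cells and 659.5 ± 312 (SD, n = 2) in sibling endothelial cells, a log2 fold change of 0.032 with a standard error of 0.43 (adjusted p = 0.979 from limma). The overexpression libraries, at 541 and 747, lay between the sibling libraries, at 439 and 880. With sibling replicate 1 left out the change was -0.47, and with sibling replicate 2 left out it was 0.53. After rescaling to the endothelial marker list the change was -0.81 (adjusted p = 0.653 from limma, in a range from 0.653 to 1 over the alternatives), and the median of all genes was at -0.79. In mutants, with prox1a at 156 and 322, the log2 fold change against siblings was -1.47 (standard error 0.43, adjusted p = 1 from limma, unadjusted p = 0.00946), and both mutant libraries lay below both sibling libraries. The fall was smaller without mutant replicate 1, the lower mutant library, or without sibling replicate 2, the higher sibling library. Mutants were chosen by the absence of parachordal lymphangioblasts, and the paper reports fewer Prox1-positive endothelial cells in them. Values per library do not separate fewer such cells from lower prox1a per cell.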

*Hhex* and *Prox1* are also both expressed in endodermal tissues in zebrafish^40^ and mouse^41^ embryos, and it will be interesting to analyze in detail the expression pattern of these genes in wild-type and mutant animals to better understand how these genes regulate and maintain the differentiation of various cell types including LECs.

Our data show that Hhex is required cell-autonomously in endothelial cells to promote venous and lymphatic sprouting. Using transplants to generate genetic mosaics, we found that tip cells in mutant hosts were always wild-type while *hhex* mutant cells could participate in vISV formation, suggesting that Flt4 signaling is not uniformly required for vISV formation but only for tip cell identity and behavior. This observation has also been reported in other sprouting angiogenesis contexts including Wnt signaling and brain angiogenesis^42^. Additionally, we observed that only wild-type cells could be found in the TD indicating a strict cell-autonomous requirement for Hhex in LEC formation in zebrafish.

Using different mouse models, we show that *Hhex* is important for angiogenesis and lymphangiogenesis. *Hhex*^*−/−*^ embryos exhibit severe developmental defects in blood and lymphatic vessel development while *Hhex* deletion in a more specific cell population using the *Tie2-cre* driver recapitulates the global knockout phenotype. We found that *Tie2-cre Hhex*^*fl/fl*^ embryos exhibit a strong decrease in FLT4 immunostaining at E10.5, possibly explaining the vascular phenotypes. We also observed a reduced number of Prox1^+^ cells within the cardinal vein at E10.5, and these cells had not moved out of the vessel, thus also suggesting a migration defect. It has been shown in mouse that reducing *Vegfc*, *Flt4*, or *Prox1* function affects lymphatic development through a feedback loop that controls LEC precursor migration out of the vein^21,43^. Therefore, the reduced pool of lymphatic precursors we observed in *Hhex* mutants might be explained by the direct regulation of *Prox1* by HHEX, while the migration defects might be due to the downregulation of *Flt4*.

*Tie2-cre* mice have been shown to recombine in endothelial and hematopoietic cells which could also explain the blood-filled lymphatic phenotype we observed at later stages. To identify the direct effects of Hhex on LECs and avoid early defects in vascular development, we used a specific lymphatic *cre* line (*Prox1-cre*^*ERT2*^) and found that *Hhex* recombination caused defects in the formation of the lymphatics. Importantly, it has been reported that *Prox1-cre*^*ERT2*^ is most effective at late embryonic stages (from E12.5 in the skin)^44^, suggesting that the phenotype we observed in the skin is due to a late deletion of *Hhex*, and may explain why we observed LEC migration rather than specification defects. Determining the role of Hhex during early lymphangiogenesis will likely require the use of other *cre* lines in order to target earlier time points.

Importantly, our work has identified HHEX as a crucial transcriptional regulator of lymphangiogenesis and provides new insights into the transcriptional regulation of lymphatic differentiation and homeostasis. Lymphedema, a dysfunction of lymphatic vessels, has a worldwide incidence of 300 million cases and almost half of the cases have a genetic origin^45^. Yet, only very few causative mutations have been identified in these patients, making the identification of new candidate genes or signaling pathways regulating lymphatic development a crucial research interest^46^. Notably, most of the genes implicated in lymphatic pathologies are associated with the VEGFC/FLT4/PROX1 axis, which is essential for lymphatic physiology not only during development^1,3,31^ but also during tissue regeneration and cancer^47^. Therefore, the analysis of additional HHEX targets may help identify novel genetic causes of lymphedema, and also better modulate lymphatic vessels in various pathologies.

## Methods

### Zebrafish husbandry and strains

All zebrafish husbandry was performed under standard conditions in accordance with institutional (MPG) and national ethical and animal welfare guidelines. We used the following lines: *TgBAC(etv2:EGFP)*^*ci1*^ ^48^, *Tg(kdrl:NLS-mcherry)*^*is4*^ ^49^, *Tg(kdrl:EGFP)*^*s843*^ ^50^, *Tg(fli1a:nEGFP)*^*y7*^ ^51^, and *Tg(fli1a.ep:DsRedEx)*^*um13*^ ^52^, *TgBAC(prox1a:KalT4-UAS:uncTagRFP)*^*nim5*^ ^53^, and *Tg(-5.2lyve1b:DsRed)*^*nz101*^ ^54^. All experiments were performed using the *hhex*^*s722*^ allele.

### Imaging

Images were acquired using a Nikon SMZ25, a Zeiss Stereo Discovery V8, a Zeiss LSM780 confocal, or a Zeiss LSM800 confocal after embryo anesthesia with a low dose of tricaine and immobilization in 2% low-melting agarose in glass bottom petridishes (MatTek corporation). For time-lapse imaging, images were acquired using a Zeiss Cell Observer SD microscope. Embryos were mounted in 0.6% low-melting agarose and kept at 28 °C. Time-lapse images were recorded every 30 min. Facial lymphatics were measured using the ZEN software to determine the extent of formation of the different facial lymphatic vessels^55,56^.

### Generation of *hhex* mutants

*hhex* mutants were generated by TALEN mutagenesis targeting exon 3. TALENs were assembled using the Golden Gate method^13^ and 100 pg of total capped RNA per TALEN arm was injected into one-cell stage embryos. The following TAL effector domains RVDs were used: NI NG HD NG NN NG HD NG HD HD NN HD HD HD NN NI NN and HD NG HD NN HD NG NN NI NN HD NG NN HD NI NN HD NI NG HD NG.

Both alleles were genotyped by high-resolution melt analysis of PCR products. The primer sequences can be found in Supplementary Data 1.

### Quantifications

Quantification of vISVs and TD extensions was performed across somites located above the yolk sac extension.

### *FLT4* mRNA injections

Full-length human wild-type *FLT4* cloned into pCS2 plasmid^18^ was linearized using *Not*I. *FLT4* mRNA was then synthesized using a mMESSAGE mMACHINE SP6 Kit (Life Technologies) and purified using an RNA Clean and Concentrator Kit (Zymo Research). *FLT4* mRNA was injected at 300 pg per embryo at the one-cell stage.

### Whole-mount in situ hybridization

For whole-mount in situ hybridization^57^, embryos were fixed in 4% paraformaldehyde (PFA) overnight at 4 °C and subsequently dehydrated in methanol and stored at −20 °C until needed. In the first day, embryos were rehydrated to phosphate-buffered saline (PBS)/0.1% Tween-20 and then digested in 10 μg ml^−1^ proteinase K (Roche) followed by fixation in 4% PFA. Embryos were pre-incubated with hybridization buffer at 70 °C for 3 h and then incubated with digoxigenin (DIG)-labeled RNA antisense probes at 70 °C overnight. The next day, after washing, the embryos were incubated with alkaline phosphatase-conjugated anti-DIG antibody (Roche) at 4 °C overnight. The last day, after washing, the signal was visualized with NBT-BCIP staining solution (Roche). Primer sequences used to generate the probes for *hhex*, *flt4*^58^, and *vegfc*^59^ can be found in Supplementary Data 1.

### Transplantation experiments

Cells from *Tg(fli1.ep:DsRedEx)* wild-type donor embryos were transplanted at mid-blastula stages into host embryos derived from *TgBAC(etv2:EGFP); hhex*^*+/−*^ heterozygous incrosses. Successfully transplanted embryos were selected and imaged at 5 dpf. Quantification of vISVs and TD extensions was performed across four somites above the yolk sac extension.

### Transgenesis

To generate the *Tg(fli1a:tdTomato-2A-hhex)*^*bns136*^ line, tdTomato was fused to the *hhex* coding sequence separated by a self-cleaving viral 2A peptide sequence using Cold Fusion Technology (System Biosciences). To generate the line, 25 pg of Tol2 transposase mRNA and 25 pg of *pTol2-fli1a:tdTomato-2A-hhex* DNA were co-injected at the one-cell stage. The primers used for genotyping *hhex* mutants in the transgenic endothelial overexpression background can be found in Supplementary Data 1.

### Quantification and statistical analysis

No statistical methods were used to predetermine sample size. The experiments were not randomized. The investigators were not blinded to allocation during experiments or outcome assessment, except for the data shown in Figs. 2–4a, b. Representative images were selected from at least three independent experiments. Statistical analysis was performed using the GraphPad software. Values are presented as mean ± s.e.m. *P* values (*P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001) were calculated using Student’s *t*-test except for the qPCR (Mann–Whitney nonparametric test) and ChIP (Bonferroni post hoc) experiments.

### Mouse strains

All mice used were on a C57BL/6J background. The *Hhex*^*fl/fl*^^26^, *Tie2-cre*^28^, *Prox1-cre*^*ERT2*^ ^34^, *Cmv-cre*^27^, and *Hhex-IRES-Venus*^25^ mouse strains have been described. To generate *Hhex*^*+/−*^ mice, *Cmv-cre* females were crossed with *Hhex*^*fl/fl*^ males. Mice positive for *Cmv-cre* were then outcrossed with C57BL/6J mice to generate *Hhex*^*+/−*^ mice. Deletion of the *Hhex* locus was confirmed by PCR^60^. To generate embryos, *Hhex*^*+/−*^ males were crossed with *Hhex*^*+l−*^ females. *Tie2-cre Hhex*^*fl/+*^ males were crossed with *Hhex*^*fl/fl*^ females to generate embryos. The day of vaginal plug observation was considered as E0.5. *Prox1-cre*^*ERT2*^ animals were crossed with *Hhex*^*fl/fl*^ to generate *Prox1-cre*^*ERT2*^ *Hhex*^*fl/fl*^. Cre-mediated recombination was induced at E10.5, 11.5, and 12.5 by intraperitoneal tamoxifen injection (2.5 mg/25 g at 20 mg ml^−1^). Embryos were harvested at E16.5 for analysis. All mouse experiments were conducted in accordance with institutional (MPG) and national ethical and animal welfare guidelines.

### Immunostaining

To perform PROX1 immunostaining^23,61^, zebrafish embryos were fixed overnight in 4% PFA, washed in 100% methanol, incubated 1 h on ice in 3% H_2_O_2_ in methanol, washed in 100% methanol, and stored at −20 °C. Samples were then permeabilized in wash buffer (PBS/0.1% Tween/0.1%Triton), blocked in 10% goat serum/1% bovine serum albumin in wash buffer overnight at 4 °C, and incubated with Prox1 antibody (1:100, 102-PA32, Reliatech) overnight at 4 °C. Samples were then washed five times with wash buffer, followed by washes with maleic buffer (150 mM maleic acid/100 mM NaCl/0.001% Tween-20 pH 7.4), followed by blocking in maleic buffer containing 2% blocking reagent (Roche) for 3 h at room temperature, then incubated overnight at 4 °C with goat anti-rabbit IgG–horseradish peroxidase (Abcam, ab6721, 1:1000) for TSA signal amplification. Following washes with maleic buffer and PBS, samples were incubated for 3 h with TSA Plus Cyanine 5 reaction (Perkin Elmer) and washed with wash buffer several times over 1–2 days at room temperature.

To perform whole-mount immunostaining in mouse^62^, tissues were fixed overnight in 4% PFA and blocked overnight in blocking buffer (TSA blocking reagent, Perkin Elmer). Tissues were then incubated for 2 days at 4 °C with biotinylated antibodies in blocking buffer followed by biotin-streptavidin-horseradish peroxidase amplifications using the Vectastain-ABC Kit (Vector labs). For cryostat sections, E10.5 embryos were fixed overnight in 4% PFA, cryopreserved with 30% sucrose before immersion in OCT (Tissue-Tek), and stored at −80 °C. Ten micrometer sections were selected (between the eyes and the heart) to identify the bilateral cardinal veins and perform quantification of LECs. For the analysis of the dorsal dermal lymphatic network, E16.5 embryos were fixed for 2 h in 4% PFA before the dorsal skin was dissected and stained. Quantification of skin lymphatic vessels was performed using ImageJ. The antibodies used were PECAM-1 (1:100, MEC13.3, BD Biosciences), GFP (1:100, GFP-1020, Aves Labs), LYVE1 (1:100, 103-PA50, Reliatech), FLT4 (1:100, AF743, R&D Systems), and NRP2 (1:100, AF567, R&D Systems).

### Primary cells

HUVECs and HDLECs were obtained from Lonza, cultured with endothelial growth medium-2 (Lonza), and confluent cells were used at passage 6 or less. qPCR analysis of HUVECs showed very minimal expression of *PROX1*, *LYVE1*, and *PDPN*.

### siRNA-mediated knockdown

Cells were transfected with small interfering RNAs (siRNAs) using Opti-MEM and Lipofectamine RNAiMAX (Invitrogen)^63^. The target sequence of the two siRNAs directed against *HHEX* mRNA can be found in Supplementary Data 1.

### FACS sorting and RNA sequencing

For isolating endothelial cells from 48 hpf *Tg(kdrl:EGFP)* siblings and *hhex* mutants, embryos were selected based on the presence or absence of parachordal lymphangioblasts. Embryos were then rinsed in HBSS (Gibco) followed by dissociation in TrypLE express (Gibco) at 28 °C with repeated pipetting. Endothelial cells were isolated using a BD Aria sorter and sorted for EGFP^+^ or EGFP^+^/tdTomato^+^ signals (for *Tg(kdrl:EGFP*);*Tg(fli1a:tdTomato-2A-hhex))*. RNA was isolated using the miRNeasy Micro Kit (Qiagen) combined with on-column DNase digestion (DNase-Free DNase Set, Qiagen) to avoid contamination by genomic DNA. RNA and library preparation integrity were verified with BioAnalyzer 2100 (Agilent) and LabChip Gx Touch 24 (Perkin Elmer). 6 ng of total RNA was used as input for SMARTer^®^ Stranded Total RNA-Seq Kit–Pico Input Mammalian Kit (Clontech). Sequencing was performed on a NextSeq500 instrument (Illumina) using v2 chemistry, resulting in a minimum of 30M reads per library with 1 × 75 bp single end setup. The resulting raw reads were assessed for quality, adapter content, and duplication rates with FastQC (Andrews S. 2010, FastQC: a quality control tool for high-throughput sequence data, http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Reaper version 13–100 was used to trim reads after a quality drop below a mean of Q20 in a window of 10 nucleotides^64^. Only reads between 30 and 150 nucleotides were cleared for further analyses. Trimmed and filtered reads were aligned vs. the zebrafish genome version DanRer10 (GRCz10.87) using STAR 2.4.0a with the parameter “--outFilterMismatchNoverLmax 0.1” to increase the maximum ratio of mismatches to mapped length to 10%^65^. The number of reads aligning to genes was counted with featureCounts 1.4.5-p1 tool from the Subread package^66^. Only reads mapping at least partially inside exons were admitted and aggregated per gene. Reads overlapping multiple genes or aligning to multiple regions were excluded. Differentially expressed genes were identified using DESeq2 version 1.62^67^. Only genes with a maximum Benjamini–Hochberg corrected *p* value of 0.05, and a minimum combined mean of five reads were deemed to be significantly differentially expressed. The Ensemble annotation was enriched with UniProt data (release 06.06.2014) based on Ensembl gene identifiers. The gene set enrichment analysis was performed using Metascape^68^ (www.metascape.org). The RNA-seq data can be accessed via the accession code GSE111963 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE111963). Validation of modulated genes was performed by qPCR on dissected trunks in *hhex* mutants, wild-type siblings, and *Tg(fli1a:tdTomato-2A-hhex)* embryos.

### Quantitative PCR

Total RNA was isolated using the RNA Micro Kit (Qiagen). RNA was reverse transcribed using the Transcriptor High Fidelity cDNA Synthesis Kit (Roche) according to the manufacturer’s instructions. qPCR reactions were carried out using TaqMan Probe Master or SYBR Green I Master (Roche). Primer sequences used in this study are provided in Supplementary Data 1.

### Chromatin immunoprecipitation

HUVECs (5 × 10^6^ cells per ChIP) were infected with Adenovirus *Myc-HHEX* or Adenovirus *GFP* control virus and ChIP experiments were done^69^ using a Myc antibody (CST #9B11, 3 μg/ChIP). qPCR was performed in quadruplicate. All data were normalized to PRM2 (control). The control region used is located in chromosome 18 where HHEX should not bind. Primers used can be found in Supplementary Data 1.

### Data availability

The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding authors upon reasonable request.

The RNA-seq data have been deposited in the NCBI’s Gene Expression Omnibus database under accession code GSE111963.

## Electronic supplementary material

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Movie 1

Supplementary Movie 2

# Supplementary material for: HHEX is a transcriptional regulator of the VEGFC/FLT4/PROX1 signaling axis during vascular development
**Source:** Nat Commun. 2018 Jul 13;9:2704. doi: 10.1038/s41467-018-05039-1
**Supplement:** Supplementary file 1 — Supplementary Information

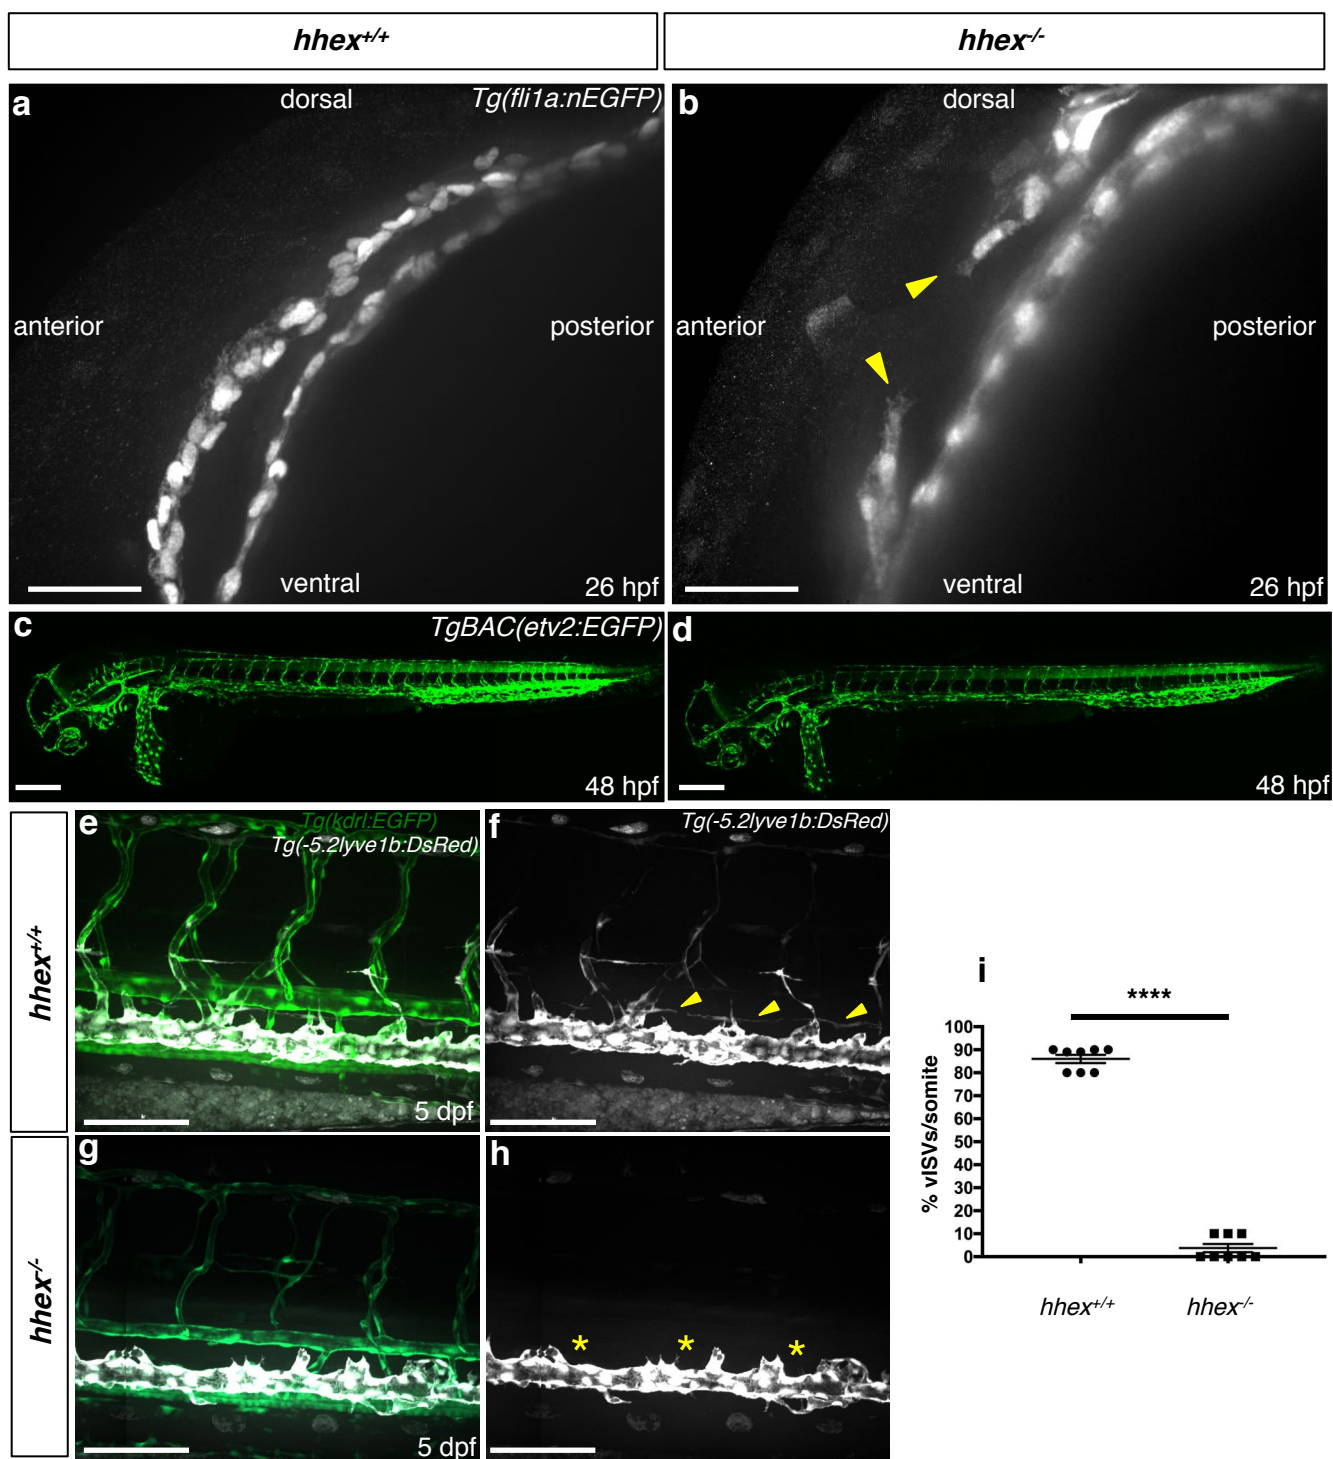

### Supplementary figure 1: zebrafish *hhx* mutants exhibit a delay during PHBC formation but form arterial intersegmental vessels

(a-b) Maximum intensity projections of confocal images of 24 hpf *Tg(fli:nEGFP)*; *hhx*<sup>+/+</sup> and *hhx*<sup>-/-</sup> embryos after GFP immunostaining. *hhx* mutants exhibit delayed primordial hindbrain channels (PHBCs) formation (arrowheads). (c-d) Maximum intensity projections of confocal images of 48 hpf *TgBAC(etv2:EGFP)*; *hhx*<sup>+/+</sup> and *hhx*<sup>-/-</sup> embryos. *hhx* mutants form arterial ISVs. (e-h) Trunk vasculature of 5 dpf *Tg(kdrl:EGFP)*; *Tg(-5.2lyve1b:DsRed)*; *hhx*<sup>+/+</sup> and *hhx*<sup>-/-</sup>. *hhx* mutants form arterial ISVs while vessels from the PCV (vISVs and TD) are mostly absent (arrowheads point to the ventrally positioned TD; asterisks indicate lack of this structure). i) Quantification of vISVs across 10 somites in 5 dpf *hhx*<sup>+/+</sup> (n=8) and *hhx*<sup>-/-</sup> (n=8). Values represent means ± s.e.m. \*\*\*\* $P \leq 0.0001$  by *t*-test. Scale bars: 100  $\mu$ m (a-b), 200  $\mu$ m (c-d), 50  $\mu$ m (e-h).

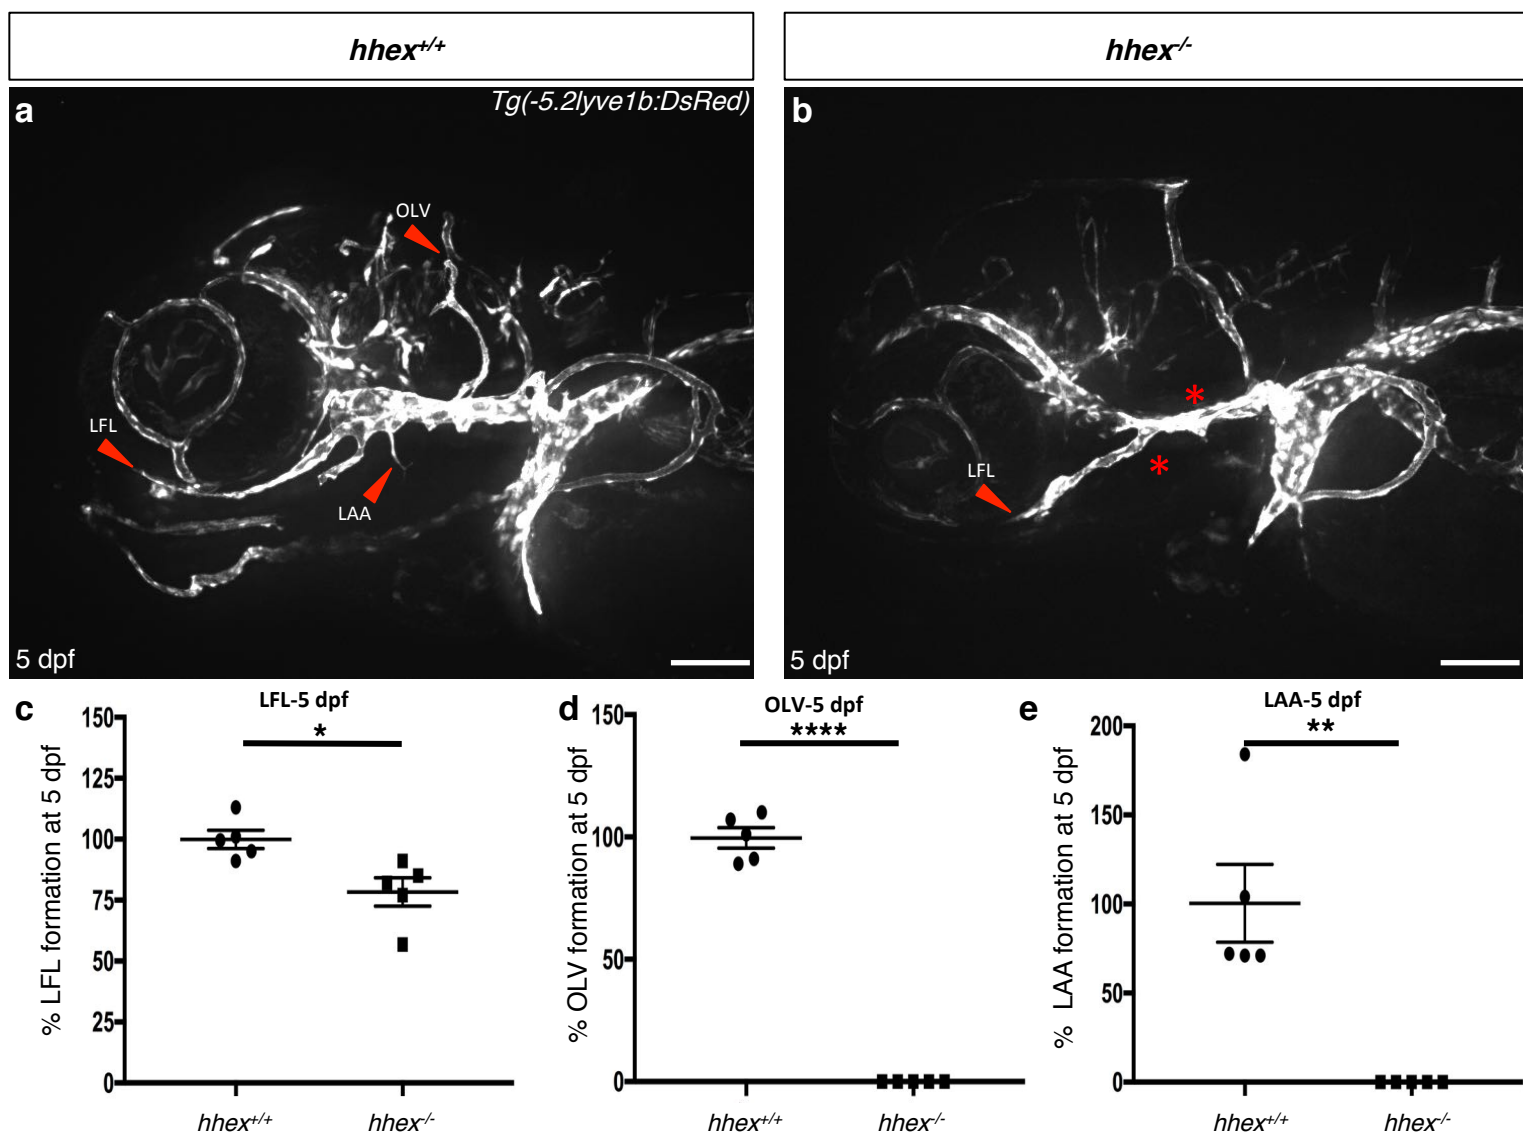

### Supplementary figure 2: zebrafish *hhex* mutants exhibit facial lymphatic defects at 5 dpf

(a-b) Facial lymphatic network of 5 dpf *Tg(-5.2lyve1b:DsRed)*; *hhex*<sup>+/+</sup> and *hhex*<sup>-/-</sup> larvae; *hhex*<sup>-/-</sup> exhibit defects in facial lymphatic vessel formation (arrowheads indicate facial lymphatics, asterisks indicate lack of these structures in *hhex* mutant). (c-e) Percentage formation of lateral facial lymphatic (LFL) (c), otolithic lymphatic (OLV) (d) and branchial arch lymphatic (LAA) (e) in *hhex*<sup>+/+</sup> (n=5) and *hhex*<sup>-/-</sup> (n=5). Values represent means  $\pm$  s.e.m. \*\*\*\* $P \leq 0.0001$ , \*\* $P \leq 0.01$  and \* $P \leq 0.05$  by *t*-test. Scale bars: 100  $\mu$ m.

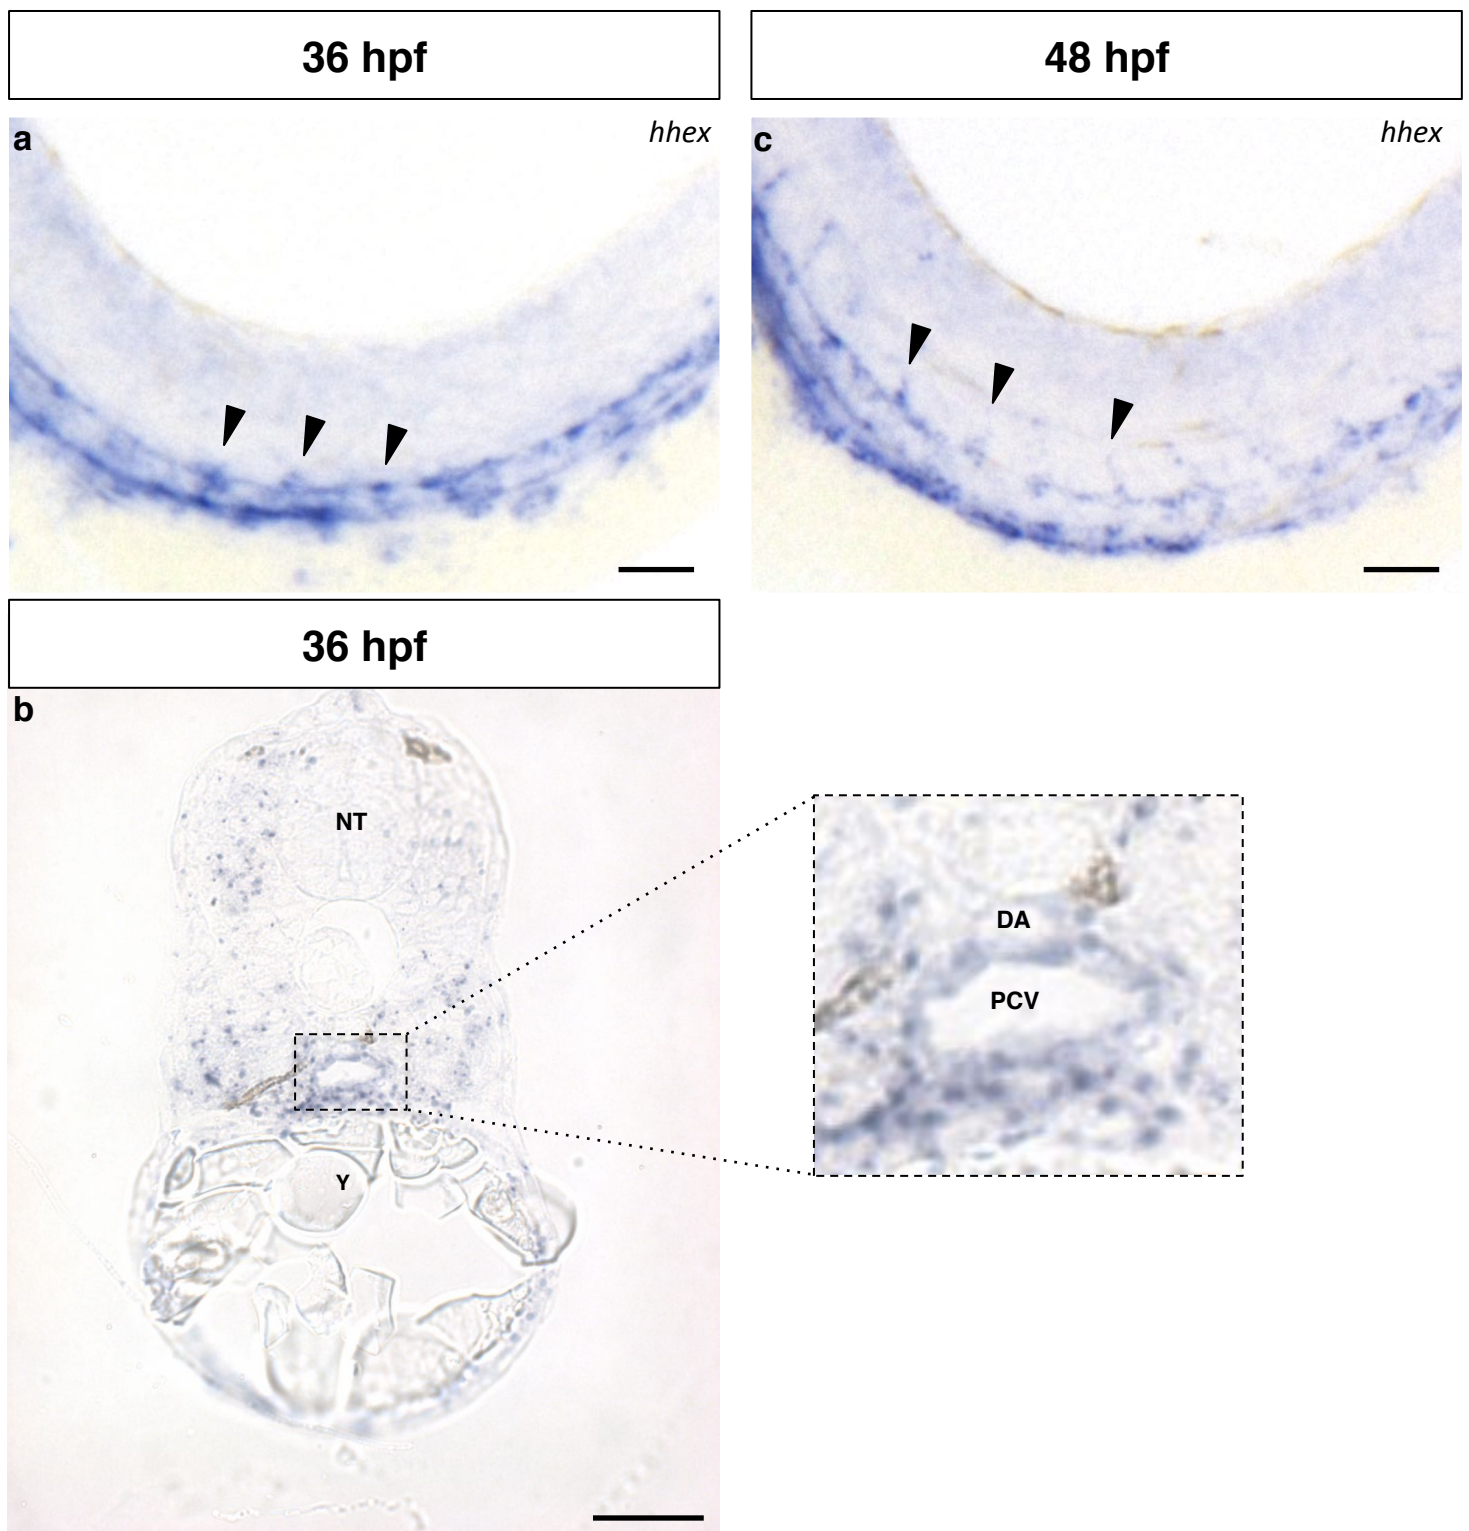

**Supplementary figure 3: zebrafish *hex* is expressed in endothelial cells sprouting from the PCV**

*hex* expression in the zebrafish trunk at 36 (a,b) and 48 (c) hpf by *in situ* hybridization. *hex* is expressed by endothelial cells in the PCV and in vISVs (arrowheads). Transverse section through the embryo indicates expression in the PCV and in the ventral wall of the DA. Scale bars: 50  $\mu$ m.

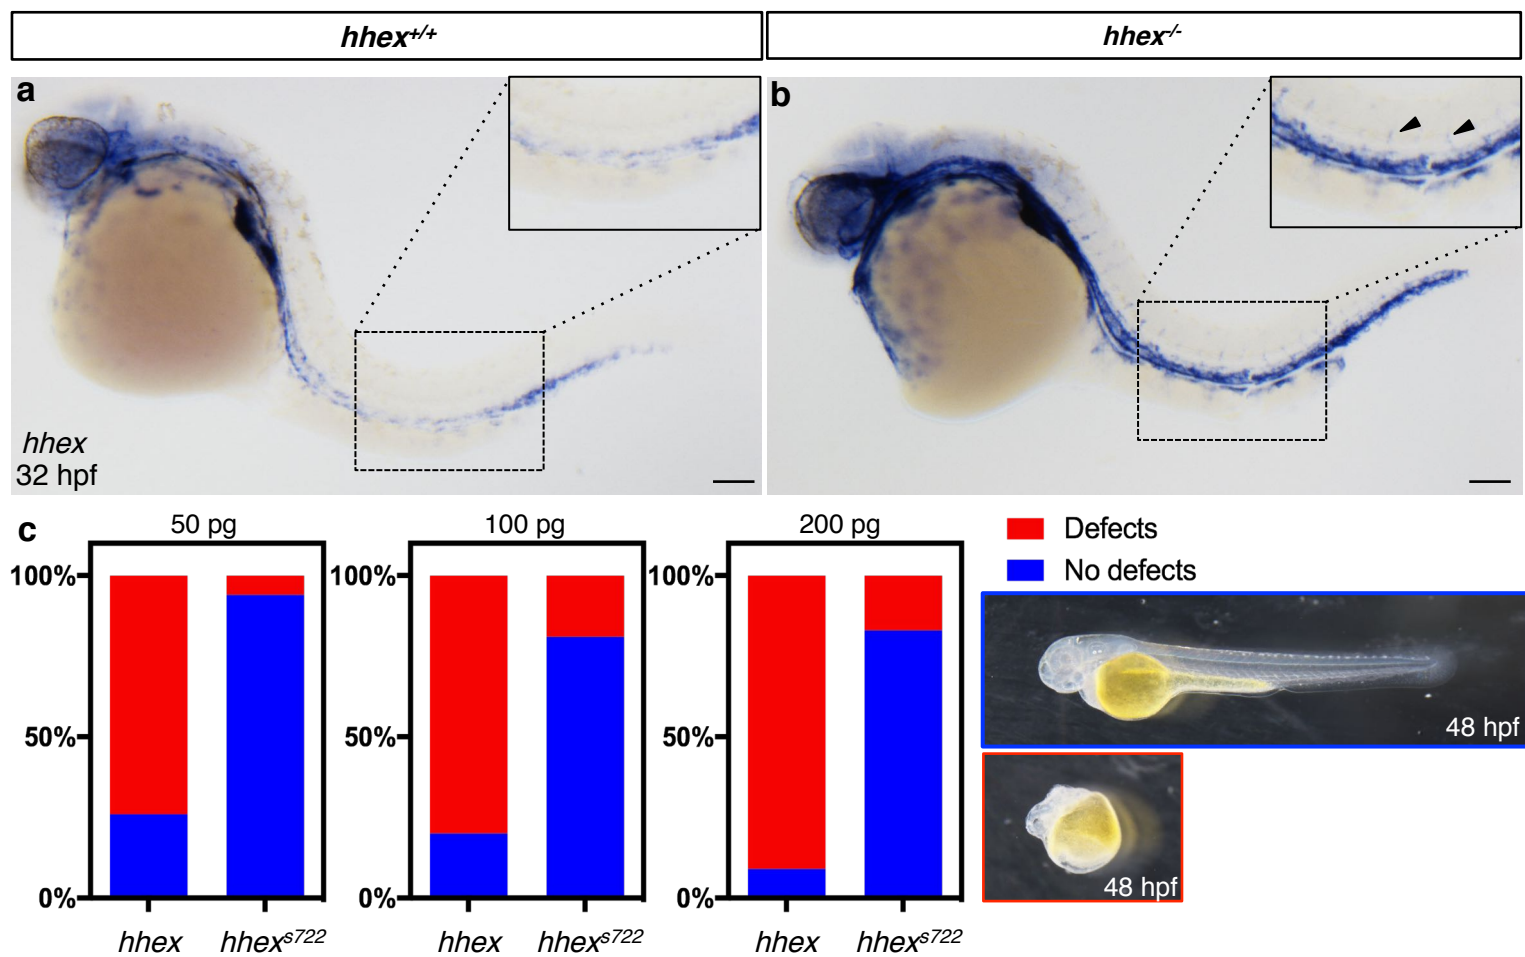

**Supplementary figure 4: zebrafish *hhex* mutants exhibit increased *hhex* expression and the *hhex*<sup>s722</sup> allele appears to encode a non-functional protein**

(a-b) Whole-mount *in situ* hybridization showing *hhex* expression in 32 hpf *hhex*<sup>+/+</sup> and *hhex*<sup>-/-</sup> embryos. At 32 hpf, *hhex*<sup>-/-</sup> exhibit increased *hhex* expression in the vasculature (arrowheads point to ISVs). (c) *hhex* and *hhex*<sup>s722</sup> mRNA injection at 50, 100 and 200 pg into one-cell stage wild-type embryos. Injection of wild-type *hhex* mRNA, but not *hhex*<sup>s722</sup> mRNA, leads to developmental defects. Scale bars: 100  $\mu$ m.

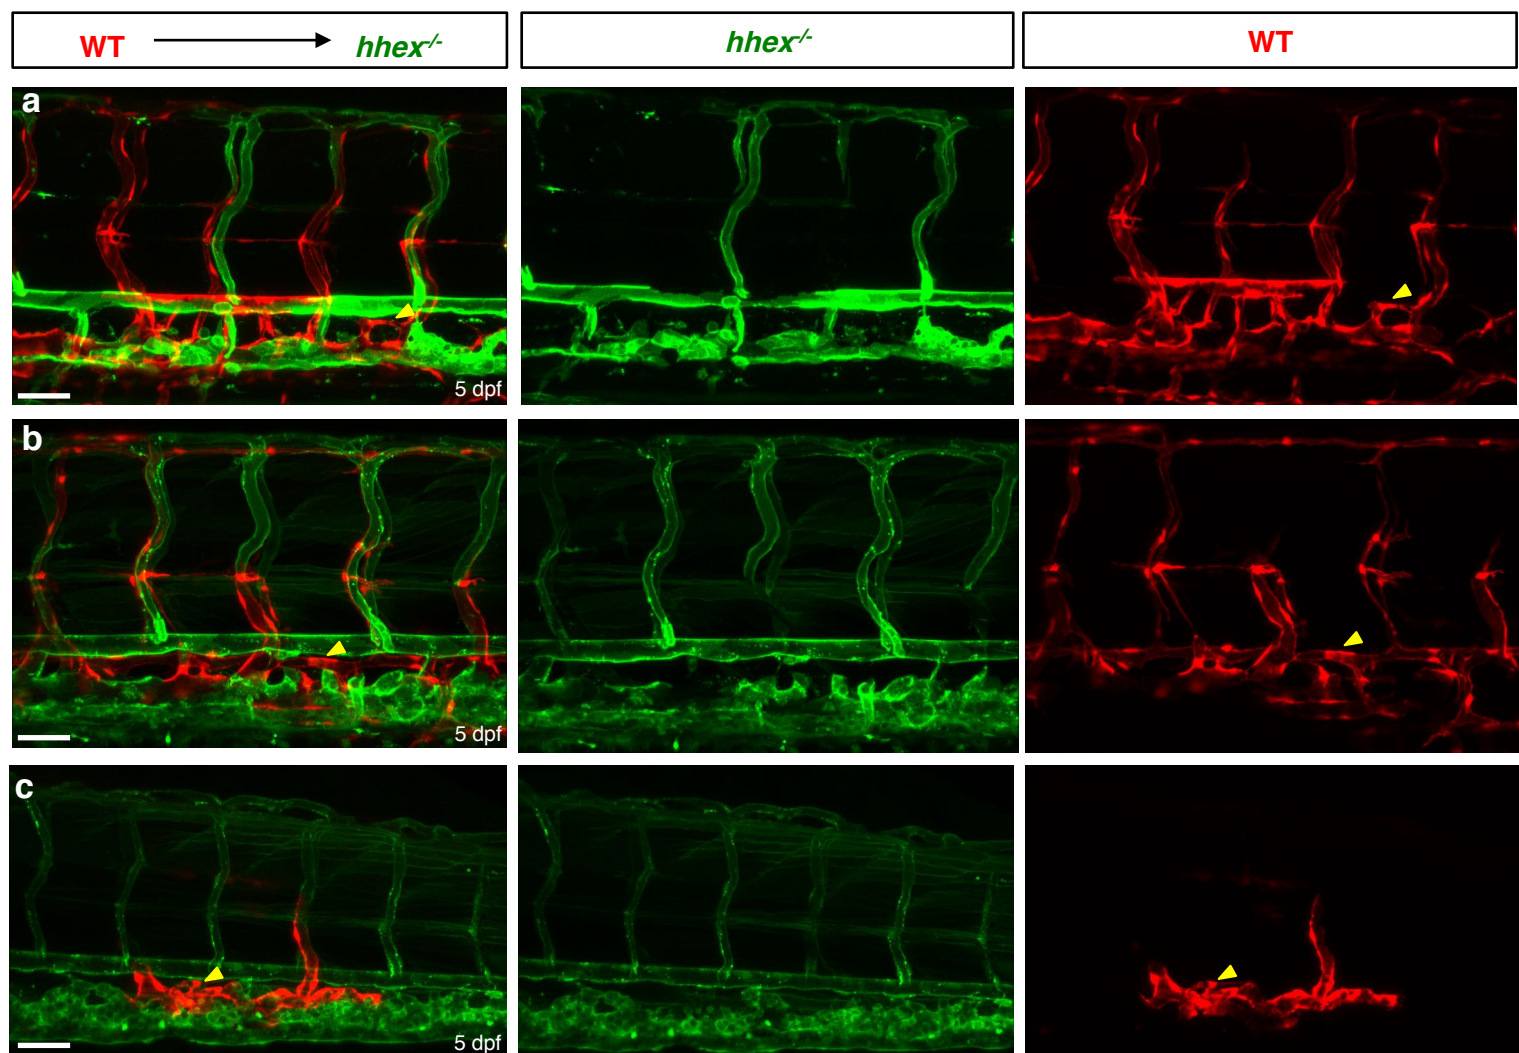

**Supplementary Figure 5: Trunk vascular patterning in 3 different *hhhex* mutants after transplantation of WT cells.**

(a-c) Transplantation of wild-type *Tg(fli1ep:DsRedEx)* donor cells into mutant *TgBAC(etv2:EGFP)* hosts derived from *hhhex*<sup>+/-</sup> incrosses. Wild-type endothelial cells contribute to arteries, veins and lymphatics in *hhhex* mutant hosts at 5 dpf (arrowheads point to TD). Scale bars: 50  $\mu$ m.

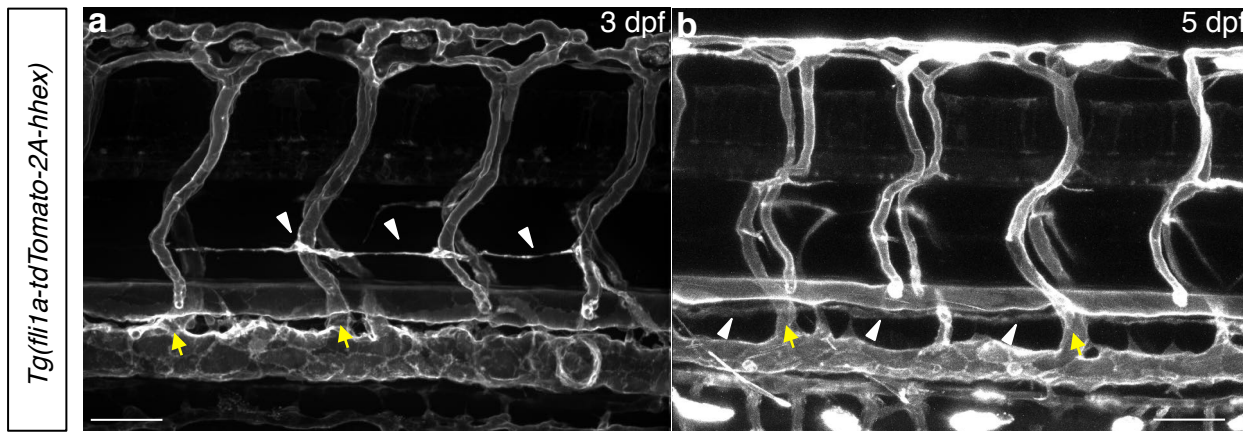

**Supplementary figure 6: *Tg(fli1a:tdTomato-2A-hhex)* zebrafish embryos develop arteries, veins and lymphatic vessels**

(a-b) Trunk vasculature of *Tg(fli1a:tdTomato-2A-hhex)* animals at 3 (a) and 5 (b) dpf. *Tg(fli1a:tdTomato-2A-hhex)* animals develop arterial, venous and lymphatic vessels (arrows point to vISVs; arrowheads point to parachordal lymphangioblasts (a) or TD (b)). Scale bars: 50  $\mu$ m.

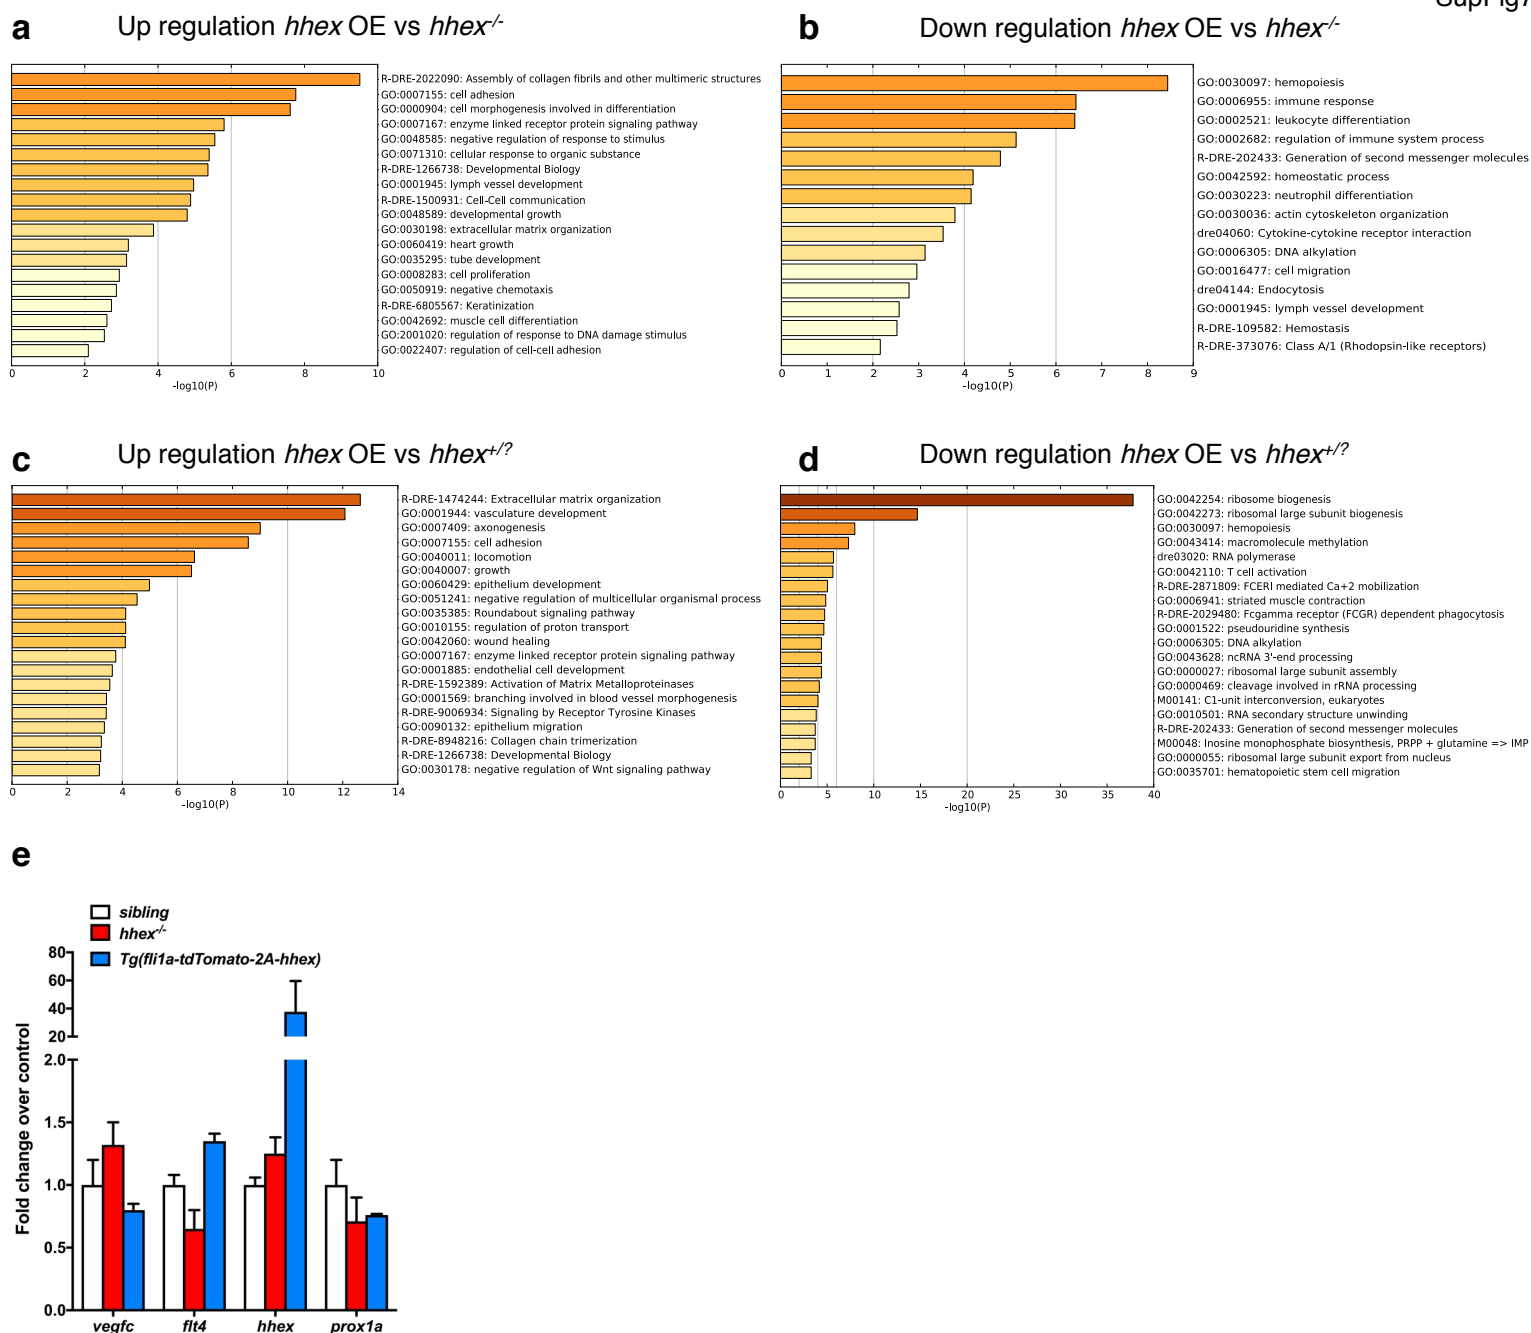

### Supplementary figure 7: Gene set enrichment analysis and validation of the RNA sequencing data

(a-b) Gene set enrichment analysis of up (a) and down (b) regulated genes from 48 hpf FACS-sorted *hhex*-overexpressing endothelial cells compared to *hhex*<sup>-/-</sup> endothelial cells. Analysis of gene set enrichment highlights the role of *hhex* during lymphatic vessel (up regulation) and hematopoiesis (down regulation). (c-d) Gene set enrichment analysis of up (c) and down (d) regulated genes from 48 hpf FACS-sorted *hhex*-overexpressing endothelial cells compared to *hhex*<sup>+/?</sup>. Analysis of gene set enrichment highlights the role of *hhex* during vascular development (upregulation) and hematopoiesis (downregulation). (e) qPCR analysis of *vegfc*, *flt4*, *hhex* and *prox1a* expression in *hhex*<sup>+/?</sup>, *hhex*<sup>-/-</sup> and *hhex* overexpressing embryos shows that in *hhex*<sup>-/-</sup> compared to *hhex*<sup>+/?</sup> *vegfc* expression is upregulated while *flt4* and *prox1a* expression are downregulated; comparison between wild-type siblings and embryos where *hhex* is overexpressed in endothelial cells indicates that *vegfc* and *prox1a* expression are downregulated while *hhex* and *flt4* expression are upregulated.

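Ribosome biogenesis, cell adhesion, extracellular matrix organization and the immune response, which are among the processes in the enrichment plots, were tested as whole gene sets. Ribosome biogenesis was lower in overexpression than in siblings, with a median log2 fold change of its 138 genes of -0.78 relative to all genes, 5 of 138 genes above the median of all genes and an adjusted p of 2.73e-31 from camera. Against mutants the change was -0.80 (4 of 138 genes above the median, adjusted p = 1e-35 from camera), and between mutants and siblings it was 0.081 (79 of 138 genes above the median, adjusted p = 0.0288 from camera). The last test no longer passed with only the 4 libraries of the 2 groups, with a mean of at least 50, after rescaling to the endothelial marker list or without overexpression replicate 1 (adjusted p = 0.0662 from camera) or 2 (0.0677). Its change was -0.10 without mutant replicate 1, 0.24 without mutant replicate 2 and 0.011 without sibling replicate 2. The level of the set was -0.58 and -0.41 in the overexpression libraries, 0.29 and 0.16 in the sibling libraries and 0.47 and 0.072 in the mutant libraries. Genes of this set vary together, with an estimated inter-gene correlation of 0.488. With fry the adjusted p was 0.0897 in both overexpression comparisons. Cell adhesion, with 191 genes, was higher in overexpression by 0.55 against siblings (142 of 191 genes above the median, adjusted p = 0.00206 from camera) and by 0.67 against mutants (adjusted p = 9.59e-05 from camera), where the change was 0.29 without mutant replicate 1. Extracellular matrix organization, with 24 genes, changed by 0.12 against siblings and 0.20 against mutants (adjusted p = 0.421 in both from camera). The change against mutants was -0.060 without mutant replicate 1 and 0.60 without mutant replicate 2. The immune response, with 119 genes, changed by 0.041 against siblings (adjusted p = 0.514 from camera; -0.062 without sibling replicate 1) and by -0.10 against mutants (adjusted p = 0.375 from camera). The paper's plots were made with Metascape from lists of up- and downregulated genes, which was not repeated here.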

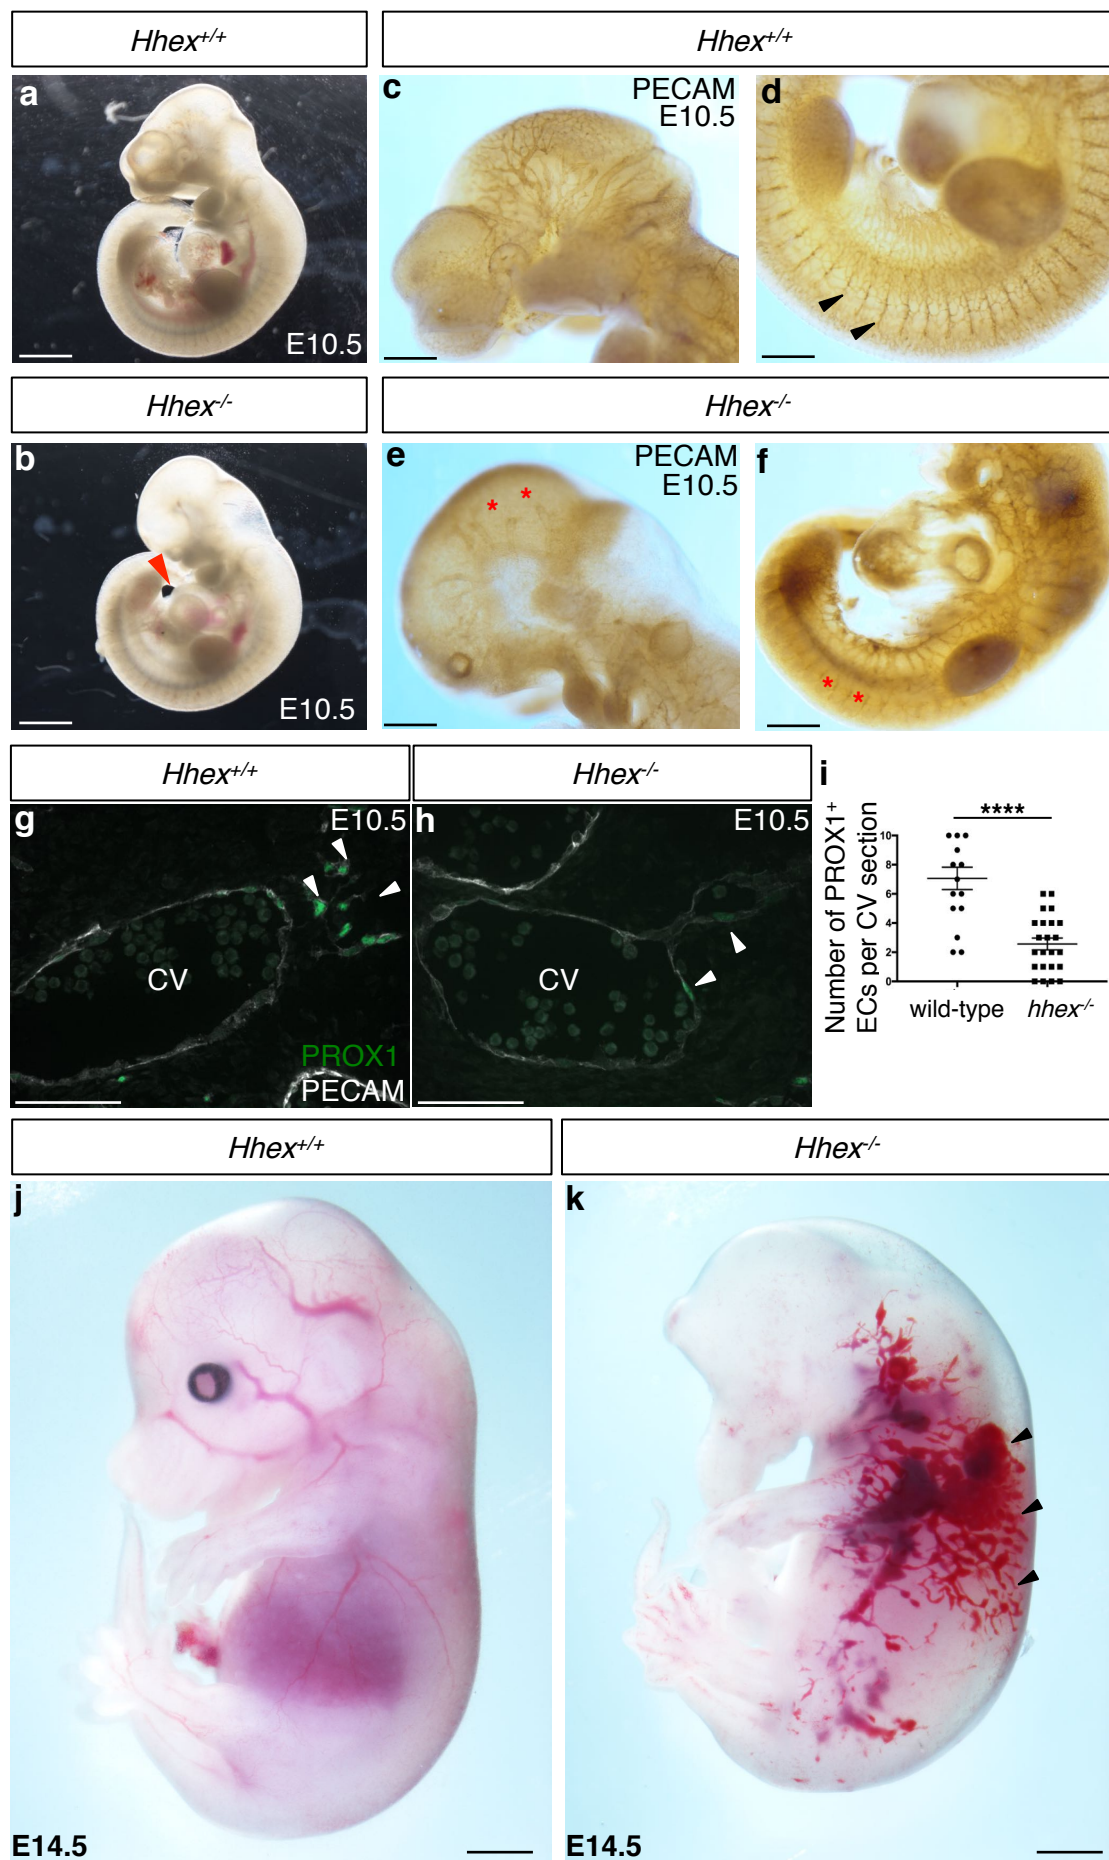

**Supplementary Figure 8: Mouse *Hhex*<sup>-/-</sup> embryos exhibit a strong vascular defect and a reduced number of PROX1<sup>+</sup> endothelial cells at E10.5**

(a-b) Whole-mount views of E10.5 *Hhex*<sup>+/+</sup> and *Hhex*<sup>-/-</sup> embryos. *Hhex*<sup>-/-</sup> exhibit pericardial edema (red arrowhead) as well as developmental delay. (c-f) Whole-mount views of E10.5 *Hhex*<sup>+/+</sup> and *Hhex*<sup>-/-</sup> embryos after PECAM immunostaining. *Hhex*<sup>-/-</sup> exhibit a strong blood vessel defect in the head and intersomitic vessel region (arrowheads point to intersomitic vessels in *Hhex*<sup>+/+</sup>; asterisks indicate lack of vessels in the same region in *Hhex*<sup>-/-</sup>). (g-h) Maximum intensity projections of confocal images from transverse cryosections of E10.5 *Hhex*<sup>+/+</sup> and *Hhex*<sup>-/-</sup> embryos after PECAM (white) and PROX1 (green) immunostaining in the CV region. *Hhex*<sup>-/-</sup> exhibit fewer PROX1<sup>+</sup>/PECAM<sup>+</sup> endothelial cells in the CV (arrowheads point to PROX1<sup>+</sup>/PECAM<sup>+</sup> endothelial cells). (i) Quantification of the number of PROX1<sup>+</sup> endothelial cells in the CV region of E10.5 *Hhex*<sup>+/+</sup> (n=2) and *Hhex*<sup>-/-</sup> (n=2) embryos. (j-k) Whole-mount views of E14.5 *Hhex*<sup>+/+</sup> and *Hhex*<sup>-/-</sup> embryos. *Hhex*<sup>-/-</sup> exhibit edema and blood-filled lymphatics (arrowheads). Values represent means  $\pm$  s.e.m. \*\*\*\* $P \leq 0.0001$  by *t*-test. Scale bars: 500  $\mu$ m (a-b), 200  $\mu$ m (c-f), 50  $\mu$ m (g-h), 2 mm (j-k).

**Supplementary Table 1: RNA sequencing data<sup>1</sup>**

| <i>ID</i>     | <i>hhex</i> <sup>+/?</sup><br>Sample<br>1 | <i>hhex</i> <sup>+/?</sup><br>Sample<br>2 | <i>hhex</i> <sup>-/-</sup><br>Sample<br>1 | <i>hhex</i> <sup>-/-</sup><br>Sample<br>2 | <i>hhex</i> OE<br>Sample<br>1 | <i>hhex</i> OE<br>Sample<br>2 | <i>hhex</i> <sup>+/?</sup> vs<br><i>hhex</i> <sup>-/-</sup><br>p value | <i>hhex</i> <sup>+/?</sup><br>vs <i>hhex</i><br>OE<br>p value | <i>hhex</i> <sup>-/-</sup> vs<br><i>hhex</i> OE<br>p value |
|---------------|-------------------------------------------|-------------------------------------------|-------------------------------------------|-------------------------------------------|-------------------------------|-------------------------------|------------------------------------------------------------------------|---------------------------------------------------------------|------------------------------------------------------------|
| <i>hhex</i>   | 204                                       | 279                                       | 613                                       | 1157                                      | 764                           | 925                           | 0,009                                                                  | 9,51E-08                                                      | 0,98                                                       |
| <i>prox1a</i> | 439                                       | 880                                       | 156                                       | 322                                       | 541                           | 747                           | 0,41                                                                   | 0,96                                                          | 0,052                                                      |
| <i>prox1b</i> | 185                                       | 363                                       | 101                                       | 295                                       | 535                           | 418                           | 0,99                                                                   | 0,15                                                          | 0,19                                                       |
| <i>mafba</i>  | 349                                       | 577                                       | 195                                       | 458                                       | 722                           | 707                           | 0,99                                                                   | 0,09                                                          | 0,19                                                       |
| <i>sox18</i>  | 624                                       | 1332                                      | 563                                       | 1184                                      | 2463                          | 2161                          | 0,99                                                                   | 0,003                                                         | 0,003                                                      |
| <i>nr2f2</i>  | 361                                       | 577                                       | 249                                       | 708                                       | 816                           | 874                           | 0,99                                                                   | 0,04                                                          | 0,48                                                       |
| <i>nrp2a</i>  | 222                                       | 545                                       | 150                                       | 272                                       | 775                           | 818                           | 0,99                                                                   | 0,04                                                          | 0,0007                                                     |
| <i>nrp2b</i>  | 783                                       | 1885                                      | 299                                       | 781                                       | 2946                          | 3225                          | 0,99                                                                   | 0,008                                                         | 0,00001                                                    |
| <i>flt4</i>   | 1052                                      | 2166                                      | 302                                       | 1312                                      | 2815                          | 3152                          | 0,99                                                                   | 0,04                                                          | 0,02                                                       |
| <i>vegfc</i>  | 80                                        | 171                                       | 108                                       | 209                                       | 108                           | 88                            | 0,99                                                                   | 0,72                                                          | 0,64                                                       |
| <i>stab1</i>  | 2453                                      | 5117                                      | 1313                                      | 5144                                      | 8046                          | 6824                          | 0,99                                                                   | 0,02                                                          | 0,24                                                       |
| <i>stab2</i>  | 1838                                      | 4333                                      | 1462                                      | 4674                                      | 7783                          | 7152                          | 0,99                                                                   | 0,003                                                         | 0,14                                                       |
| <i>ephb4a</i> | 509                                       | 900                                       | 410                                       | 1132                                      | 1288                          | 1313                          | 0,99                                                                   | 0,03                                                          | 0,51                                                       |
| <i>ephb4b</i> | 542                                       | 769                                       | 338                                       | 831                                       | 1231                          | 1214                          | 0,99                                                                   | 0,01                                                          | 0,23                                                       |
| <i>mrc1a</i>  | 2111                                      | 4499                                      | 1644                                      | 5565                                      | 7322                          | 6350                          | 0,99                                                                   | 0,01                                                          | 0,41                                                       |
| <i>lyve1b</i> | 190                                       | 483                                       | 115                                       | 364                                       | 927                           | 930                           | 0,99                                                                   | 0,002                                                         | 0,006                                                      |
| <i>kdr</i>    | 2350                                      | 3823                                      | 1325                                      | 4723                                      | 6804                          | 5519                          | 0,99                                                                   | 0,006                                                         | 0,34                                                       |
| <i>kdr1</i>   | 9372                                      | 17884                                     | 7336                                      | 21007                                     | 25369                         | 17167                         | 0,99                                                                   | 0,19                                                          | 0,66                                                       |
| <i>cdh5</i>   | 11023                                     | 16894                                     | 6545                                      | 19989                                     | 26660                         | 20961                         | 0,99                                                                   | 0,04                                                          | 0,45                                                       |
| <i>vegfaa</i> | 45                                        | 66                                        | 31                                        | 35                                        | 55                            | 54                            | 0,99                                                                   | 0,21                                                          | 0,64                                                       |
| <i>apln</i>   | 719                                       | 1153                                      | 704                                       | 2481                                      | 433                           | 504                           | 0,99                                                                   | 0,01                                                          | 0,02                                                       |
| <i>aplnrb</i> | 113                                       | 285                                       | 79                                        | 306                                       | 447                           | 582                           | 0,99                                                                   | 0,01                                                          | 0,16                                                       |
| <i>adgrl4</i> | 521                                       | 626                                       | 272                                       | 845                                       | 1426                          | 1009                          | 0,99                                                                   | 0,002                                                         | 0,26                                                       |
| <i>esml</i>   | 536                                       | 821                                       | 361                                       | 1388                                      | 836                           | 829                           | 0,99                                                                   | 0,60                                                          | 0,98                                                       |
| <i>igfbp3</i> | 135                                       | 284                                       | 62                                        | 238                                       | 457                           | 311                           | 0,99                                                                   | 0,15                                                          | 0,22                                                       |
| <i>pfkfb3</i> | 380                                       | 262                                       | 164                                       | 192                                       | 628                           | 404                           | 0,99                                                                   | 0,19                                                          | 0,01                                                       |

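Supplementary Table 1 lists 26 genes in 6 libraries. Of its 156 values, 154 equal the deposited values, which are read numbers divided by a size factor for each library and rounded, and not the sequencing reads themselves. In the limma fit over 20900 genes, 0 of the 26 genes had an adjusted p at or under 0.05 in any of the 3 comparisons. An unadjusted p under 0.05 was found for 7 genes between overexpression and siblings, for 4 between mutants and siblings and for 17 between overexpression and mutants. The smallest adjusted p was 0.191 between overexpression and siblings (hhex), 1 between mutants and siblings and 0.129 between overexpression and mutants (nrp2b). Adjusted over the list alone, hhex passed 0.05 between overexpression and siblings and between mutants and siblings. The 2 libraries of overexpression lay above both sibling libraries for 22 of 26 genes and above both mutant libraries for 21 of 26. The list comes from the study of the same samples, and the paper does not state how it was chosen, so that the counts only describe it. For vegfaa the separation from siblings holds with the deposited value of 43 in sibling replicate 2 and not with the table's 66. Between mutants and siblings, 1 gene (hhex) was higher and 4 genes (prox1a, nrp2b, vegfaa and pfkfb3) were lower without overlap.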

<sup>1</sup> Number of sequencing reads from 48 hpf FACS-sorted *hhex*<sup>+/?</sup> endothelial cells, *hhex*<sup>-/-</sup> endothelial cells and *hhex* OE endothelial cells (duplicates for each condition) and statistical analysis for all conditions (statistical significance indicated in red).

# Supplementary material for: HHEX is a transcriptional regulator of the VEGFC/FLT4/PROX1 signaling axis during vascular development
**Source:** Nat Commun. 2018 Jul 13;9:2704. doi: 10.1038/s41467-018-05039-1
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: List of primers used in this study.

File Name: Supplementary Movie 1

Description: Time lapse imaging of *Tg(kdrl:EGFP);* wild-type zebrafish embryo from 32 to 48 hpf.

File Name: Supplementary Movie 2

Description: Time lapse imaging of *Tg(kdrl:EGFP);* *hhex^-/-^* zebrafish embryo from 32 to 48 hpf.

How the deposited data were processed for this re-analysis (not part of the article)

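RNA of endothelial cells sorted from zebrafish embryos at 48 hpf was compared between wild-type siblings, hhex mutants and embryos overexpressing hhex in endothelial cells, with 2 libraries per group. The condition and replicate of each library were taken from the sample labels and Supplementary Table 1. Siblings were chosen by phenotype and can carry the mutation on 1 chromosome.

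The authors trimmed the reads with Reaper, aligned them with STAR to GRCz10 with the Ensembl annotation, and counted reads at least partly in exons with featureCounts, leaving out reads on several genes or with several alignments. The authors normalized and tested the counts with DESeq2. The paper's text does not name the strand setting of the counting or say whether the 3 groups were fitted together. The deposited values are a signal per gene, made by the authors by dividing the read number by 1 size factor per library and rounding to whole numbers. In 2 libraries whole numbers are missing in regular steps among the low values (18 of the numbers up to 200 in hhex mutant replicate 2 and 11 in hhex overexpression replicate 1), as division and rounding leave them. Supplementary Table 1 calls the same values numbers of sequencing reads. They are not raw counts, and because a value can stand for more than 1 whole read number where 1 read is worth less than 1 unit, count models were not used on them. The table holds 31701 genes, of which 2563 are at 0 in all 6 libraries. The 6 columns were assigned to libraries by name. Symbols were checked against a table of gene identifiers, in which 26237 identifiers matched and which renamed 222 genes, hhex among them.

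The values were not scaled further. Genes with a mean of at least 5 over the 6 libraries (20900 genes) were kept, the threshold that the paper states for its combined mean. log2(value + 1) was fitted with limma (version 3.58.1, R 4.3.3) with all 6 libraries and 3 groups in one fit, and with an empirical Bayes step using a mean trend and robust estimation, which gave 7.96 degrees of freedom in total. P-values were adjusted by the Benjamini-Hochberg method over all genes kept, with a threshold of 0.05. The depth, between 19651603 and 23615228 reads counted on genes per library, was recovered from the steps between low values. The error of a value comes from counting and from the spread between the 2 libraries of a group, and the standard errors given hold both.

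The fit was tested on simulated data with the real genes' means, in which 200 genes with a mean of at least 50 were changed by 3 on the log2 scale in the overexpression libraries, and with the same spread for all genes. With a simulated spread between libraries of 0.25 (SD, log2), 200 of 200 changed genes passed among 19885 genes tested, with 6 false calls. At a spread of 0.50, 193 of 200 passed among 19915 genes with 9 false calls, and at 0.99, 27 of 200 passed among 20118 genes with 1 false call. The simulated change exceeds the largest among the Supplementary Table 1 genes, 2.67 for nrp2b between overexpression and mutants. A spread of 0.25 is the lower quartile of the real genes' spread. Simulated noise was independent between genes and alike in all groups, whereas the mutant libraries varied more. The simulation therefore does not measure the power for changes of the size reported here.

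The samples of each test, the fit, the filter, the alternatives, the marker lists and the rule for the genes named were fixed before the data were examined. By that rule, every gene of Supplementary Table 1 is named, together with, in each comparison, the 3 genes with the largest rise and the 3 with the largest fall among genes past an adjusted p of 0.05 whose 2 groups do not overlap, whose mean is at least 50 and which have a gene symbol. Since 0 genes passed, with 711 to 3675 at an unadjusted p under 0.05, the second part of the rule named none. Genes named outside it were chosen after their values were seen.

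Gene sets were GO terms from the deposited annotation, matching processes that the paper names. Sets with at least 10 tested genes were tested with camera at a preset inter-gene correlation of 0.01, two-sided, with fry and an estimated correlation as checks. Marker lists of endothelial, erythroid, myeloid, muscle, neural, epidermis, liver and pigment cells were tested in the same way and compared with 10000 random lists of the same size matched on mean value. Alternatives were no filter on low values, a mean of at least 50, pseudocounts of 0.1 and 5, only the 4 libraries of the 2 groups compared, a replicate block, rescaling of the libraries to the endothelial marker list, quantile scaling, library weights, an adjusted p of 0.1, an added absolute log2 fold change of at least 1, and each library left out in turn. A fit with voom on rebuilt reads was added after the data were seen. Where a group was left with 1 library, its value is described without a test.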

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

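All tests in this part were chosen only after the results were seen. Genes were searched, among the 11850 genes with a mean of at least 50, for those at least 2 times higher in both libraries of a group than in the highest of the other 4 libraries. Among genes outside Supplementary Table 1 that have a symbol, the 3 with the largest ratio are named for hhex mutants and for hhex overexpression.

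The paper does not discuss ptpn13, lrp1aa or notch2, and these 3 were higher in both mutant libraries than in any other. The lower mutant library of ptpn13 (chromosome 21) was 3.36 times the highest of the other 4 libraries, with normalized values of 169 and 173 in siblings, 582 and 634 in mutants and 152 and 152 in overexpression. The ratio was 2.28 for lrp1aa (chromosome 11; 307 and 262 in siblings, 730 and 1528 in mutants, 208 and 320 in overexpression) and 2.28 for notch2 (chromosome 8; 749 and 699, 1705 and 1921, 459 and 523). Their log2 fold changes in mutants against siblings were 1.82, 1.89 and 1.32, with adjusted p-values of 0.445, 1 and 1 from limma, and rescaling to the endothelial marker list left them at 1.90, 1.96 and 1.39. The 3 genes are longer than 84.5% of genes or more, but 1759 genes at least as long changed by a median of -0.018 relative to all genes, which argues against a bias with gene length. A chance arrangement of the libraries stays open. In the mutant pair 5 genes met the rule, the other two being slc4a4b and sorl1, and 4 of the 15 pairs of libraries gave as many, among them sibling replicate 1 with mutant replicate 1, a pair of different genotypes, with 36 genes. That pair shares a replicate number, and a pairing of siblings and mutants by number stays open. Loss of hhex is an untested explanation for these rises.

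In the overexpression pair 47 genes met the rule, and 150 genes were at least 2 times lower in both libraries than in the lowest of the other 4. Among those with a symbol, the largest ratios were those of apoeb at 4.67 (126 and 123 in siblings, 117 and 171 in mutants, 842 and 799 in overexpression), abca4a at 4.06 (32 and 27, 17 and 14, 130 and 218) and fbn1 at 3.74 (47 and 73, 11 and 66, 312 and 273). Their adjusted p against siblings was 0.0907, 0.191 and 0.252 from limma with all 6 libraries, and 0.000898, 0.0141 and 0.00753 with only the 4 libraries of the 2 groups. Their log2 fold changes of 2.71, 2.48 and 2.30 became 1.87, 1.65 and 1.46 after rescaling to the endothelial marker list. Of the 15 pairs of libraries, 1, the overexpression pair itself, gave as many higher genes, and 15 pairs cannot give a share under 0.05, so that a chance arrangement cannot be told apart from an effect of the group by this count. Differences in endothelial content may contribute. Between mutant replicates 1 and 2, of which replicate 1 has the lower endothelial list, the 47 genes differed by a median of -0.88, below all of 10000 random lists, and between sibling replicates 1 and 2 by -0.17. An effect of hhex overexpression, and the tdTomato gate used only for this group, remain among the open explanations.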

How the results depend on the processing

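Between mutants and siblings 0 genes passed under every setting that gave a test, with between 215 and 1154 genes at an unadjusted p under 0.05. Between overexpression and siblings the count of 0 (3135 at an unadjusted p under 0.05) became 841 (392 higher, 449 lower) with only the 4 libraries of the 2 groups, and 793 to 838 across the 2 fits that each left out one mutant library. In these 3 fits the spread between the mutant libraries does not enter the shared estimate. It became 59 (13 higher, 46 lower) with library weights, 19 (0 higher, 19 lower) with endothelial rescaling, 4 without a filter, 4 with quantile scaling and 4 at an adjusted p of 0.1. Between overexpression and mutants the count of 0 (3675 at an unadjusted p under 0.05) became 48 (1 higher, 47 lower) with endothelial rescaling, 10 without a filter, 7 with library weights and 13 at an adjusted p of 0.1, and it was 0 in the 2 fits that each left out one sibling library, with 2850 and 2868 genes at an unadjusted p under 0.05. Endothelial rescaling put the median of all genes at -0.79 between overexpression and siblings and at -0.87 between overexpression and mutants. Genes near that median therefore counted as lower. For the other settings, apart from the 4-library and leave-out fits, the cause was not tested. Pseudocounts of 0.1 and 5, a mean of at least 50 and an added fold change of at least 1 gave 0 in all 3 comparisons, with between 320 and 3751 genes at an unadjusted p under 0.05.

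Endothelial rescaling put the median of all genes at -0.79 between overexpression and siblings, 0.061 between mutants and siblings and -0.87 between overexpression and mutants, and it reversed 8 of the 43 gene results examined. Between overexpression and siblings these were prox1a (-0.81), vegfaa (-0.52), esm1 (-0.51), pfkfb3 (-0.16), kdrl (-0.15) and cdh5 (-0.047), and between mutants and siblings mrc1a (0.044) and kdrl (0.011). The 43 do not cover every comparison of the Supplementary Table 1 genes. Outside them, mafba (-0.090) between overexpression and siblings also changed sign. So did kdrl (-0.16), vegfaa (-0.18) and esm1 (-0.68) between overexpression and mutants. Rescaling applies 1 factor per library, so that all genes of a comparison move together and those near 0 change sign. Quantile scaling reversed ephb4a between mutants and siblings (-0.024). With voom on rebuilt reads, chosen after seeing the data, hhex between overexpression and mutants reversed (0.0020), and 0 genes passed in each comparison (3186, 608 and 3453 at an unadjusted p under 0.05). The cause of the reversals with quantile scaling and voom was not tested. Of the 43 gene results, 3 passed with only the 4 libraries of the 2 groups (hhex, kdr and adgrl4 between overexpression and siblings). In the same comparison hhex also passed with library weights, hhex and adgrl4 without mutant replicate 1, and hhex, kdr and adgrl4 without mutant replicate 2.

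With fry and with an estimated correlation, where the median change is the same and only the test differs, these sets no longer passed. They are hemopoiesis (-0.25 against siblings, -0.32 against mutants), ribosome biogenesis (-0.78 against siblings), vasculature development (0.30 against siblings), lymph vessel development (0.41 against mutants) and the endothelial list (0.86 against siblings). Under endothelial rescaling vasculature development (0.30, adjusted p = 0.0901 from camera) and lymph vessel development (0.39, adjusted p = 0.299 from camera) no longer passed. Their medians hardly moved, from 0.30 and 0.41, whereas the standard error rose for every gene of Supplementary Table 1. For hhex between overexpression and siblings it rose from 0.33 to 0.73. A larger spread between libraries, rather than smaller changes, therefore goes with this loss. Between mutants and siblings the direction of the test statistic reversed, while the median change kept its sign, for extracellular matrix organization under endothelial rescaling (0.053) and for vasculature development with fry and with an estimated correlation (-0.0057 in both) and at a mean of at least 50 (-0.016). Across the 6 fits that each left out one library, hemopoiesis ranged from -0.29 to -0.17 against siblings and from -0.36 to -0.17 against mutants, with the smallest change without sibling replicate 1 in the former and without mutant replicate 1 in the latter. Vasculature development against siblings ranged from 0.22 to 0.47, with the latter without sibling replicate 2, and lymph vessel development against mutants from 0.15 without mutant replicate 1 to 0.82 without mutant replicate 2. The endothelial list ranged in mutants against siblings from -0.77 without mutant replicate 2 to 0.74 without mutant replicate 1, and in overexpression against siblings from 0.47 without sibling replicate 1 to 1.33 without sibling replicate 2. Ribosome biogenesis against siblings ranged from -0.78 to -0.69. Of all 21 gene set tests, 10 no longer passed with fry and 10 with an estimated correlation, 4 under endothelial rescaling, 1 at a mean of at least 50 and 1 with only the 4 libraries, and of the 24 marker list tests 14 no longer passed with fry and 14 with an estimated correlation. At a mean of at least 50, 3 marker list tests no longer passed, among them liver between mutants and siblings (adjusted p = 0.243 from camera). Rescaling to the endothelial list gives no value for that list itself.

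Labels give the 3 groups the same replicate numbers. Deviations of libraries with the same number from their group means correlated at 0.22 between siblings and mutants, -0.034 between siblings and overexpression and -0.049 between mutants and overexpression across genes, so that the numbers give no pairing shared by the 3 groups. A block for siblings and mutants alone was not fitted, so that a pairing of these groups stays open. With a replicate block 0 genes passed in each comparison (3315, 734 and 3870 at an unadjusted p under 0.05), and lymph vessel development between overexpression and siblings, at 0.47, reached an adjusted p of 0.0132 from camera; the block changed no other call of a gene or set reported here.

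DESeq2 and edgeR on recovered whole reads, listed among the alternatives, were not run, since rounded values do not give back whole read numbers exactly. Depth limits the genes with low values most, and the filter left out those with a mean under 5.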

Differences from the paper's values

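The largest differences from the paper concern p-values. Supplementary Table 1 heads its columns only as p value. They are read here as adjusted p-values from DESeq2, which the authors used on the counts. The adjusted p-values given here come from limma on the deposited normalized values. Supplementary Table 1 has 17 genes at or under 0.05 between overexpression and siblings by the paper's values, against 0 here (7 at an unadjusted p under 0.05). It has 1 such gene between mutants and siblings by the paper's values, against 0 here (4 at an unadjusted p under 0.05), and 7 between overexpression and mutants by the paper's values, against 0 here (17 at an unadjusted p under 0.05). Of the alternatives set before the data were examined, the fit of only the 4 libraries of the 2 groups gave 4 of the paper's 17 (hhex 0.00639, ephb4b 0.0448, kdr 0.0477 and adgrl4 0.0315), library weights gave 1 (hhex 0.0401), the fit without mutant replicate 1 gave 3 (hhex 0.00673, ephb4b 0.0481 and adgrl4 0.0345), that without mutant replicate 2 gave 4 (hhex 0.0061, ephb4b 0.0472, kdr 0.0483 and adgrl4 0.0348), and no alternative closed any of the 3 gaps. Adjusted over the list alone, hhex passed against siblings in both overexpression and mutants, and sox18, nrp2a, nrp2b, flt4, lyve1b and pfkfb3 of the paper's 7 passed between overexpression and mutants.

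Between overexpression and siblings the adjusted p here was 0.191 against the paper's 9.51e-08 for hhex, 0.435 against the paper's 0.15 for prox1b, 0.394 against the paper's 0.09 for mafba, 0.256 against the paper's 0.003 for sox18 and 0.387 against the paper's 0.04 for nr2f2. It was further 0.29 against the paper's 0.04 for nrp2a, 0.296 against the paper's 0.008 for nrp2b, 0.459 against the paper's 0.04 for flt4, 0.409 against the paper's 0.02 for stab1 and 0.305 against the paper's 0.003 for stab2. The values were 0.37 against the paper's 0.03 for ephb4a, 0.334 against the paper's 0.01 for ephb4b, 0.363 against the paper's 0.01 for mrc1a, 0.279 against the paper's 0.002 for lyve1b and 0.382 against the paper's 0.006 for kdr. For further genes they were 0.51 against the paper's 0.19 for kdrl, 0.434 against the paper's 0.04 for cdh5, 0.725 against the paper's 0.21 for vegfaa, 0.405 against the paper's 0.01 for apln and 0.328 against the paper's 0.01 for aplnrb. The remaining values were 0.34 against the paper's 0.002 for adgrl4, 0.472 against the paper's 0.15 for igfbp3 and 0.347 against the paper's 0.19 for pfkfb3. With only the 4 libraries of the 2 groups in the fit, prox1b (0.147), mafba (0.0896), kdrl (0.274), igfbp3 (0.165) and pfkfb3 (0.177) came within 1.5 times of the paper's values, and pfkfb3 also with library weights (0.208). The same held without mutant replicate 1 for prox1b (0.148), mafba (0.0948), kdrl (0.267), igfbp3 (0.166) and pfkfb3 (0.188), and without mutant replicate 2 for prox1b (0.154), mafba (0.0966), igfbp3 (0.173) and pfkfb3 (0.187). For the other genes of this comparison none of the alternatives set before the data were examined closed the gap.

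Between mutants and siblings the adjusted p here was 1 against the paper's 0.009 for hhex and 1 against the paper's 0.41 for prox1a, and none of the alternatives set before the data were examined closed either gap. Between overexpression and mutants the adjusted p here was 0.177 against the paper's 0.052 for prox1a, 0.177 against the paper's 0.003 for sox18, 0.303 against the paper's 0.48 for nr2f2, 0.145 against the paper's 0.0007 for nrp2a and 0.129 against the paper's 0.00001 for nrp2b. It came to 0.171 against the paper's 0.02 for flt4, 0.236 against the paper's 0.14 for stab2, 0.333 against the paper's 0.51 for ephb4a, 0.164 against the paper's 0.006 for lyve1b and 0.294 against the paper's 0.45 for cdh5. The rest were 0.378 against the paper's 0.64 for vegfaa, 0.225 against the paper's 0.02 for apln, 0.244 against the paper's 0.16 for aplnrb and 0.136 against the paper's 0.01 for pfkfb3. The alternatives that came within 1.5 times of the paper's value were the fit without a filter (nr2f2 0.367, ephb4a 0.411, cdh5 0.422, vegfaa 0.503), the fit of only the 4 libraries (nr2f2 0.389, ephb4a 0.404, cdh5 0.389, vegfaa 0.462), library weights (ephb4a 0.351, cdh5 0.326, vegfaa 0.462), quantile scaling (stab2 0.195, cdh5 0.312, vegfaa 0.441, aplnrb 0.240), the replicate block (stab2 0.147, aplnrb 0.123), a pseudocount of 0.1 (ephb4a 0.350, cdh5 0.313), a pseudocount of 5 (aplnrb 0.227), a mean of at least 50 (aplnrb 0.240), endothelial rescaling (vegfaa 0.931), the fit without sibling replicate 1 (nr2f2 0.391, ephb4a 0.407, cdh5 0.391, vegfaa 0.460) and the fit without sibling replicate 2 (nr2f2 0.390, ephb4a 0.406, cdh5 0.389, vegfaa 0.460). Voom on rebuilt reads, chosen after seeing the values, also came within 1.5 times (ephb4a 0.349, cdh5 0.316). For prox1a, sox18, nrp2a, nrp2b, flt4, lyve1b, apln and pfkfb3 none of the alternatives set before the data were examined closed the gap.

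Of the normalized values, that of vegfaa in sibling replicate 2 is 43 in the deposited table and 66 in the paper's Supplementary Table 1, and no alternative changes a deposited value. The paper's value of mafba in sibling replicate 2 is 577, against 518 in the deposited table. The paper's minimum depth is 30 M reads per library, against 19.7 M reads counted on genes in the smallest library here. The first counts sequenced reads and the second reads counted on genes, so that the 2 are not the same measure, and no alternative changes either.

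The paper sets lyve1b apart from the other venous markers in mutants, where its change of -0.56 had a standard error of 0.57. The paper describes the endothelial markers as changed on overexpression, where kdrl overlapped between overexpression and siblings. Supplementary Fig. 7 has extracellular matrix organization among the upregulated and the immune response among the downregulated terms of overexpression against mutants, where the sets changed by 0.20 (adjusted p = 0.421 from camera; -0.060 without mutant replicate 1 and 0.60 without mutant replicate 2) and -0.10 (adjusted p = 0.375 from camera).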

Other observations

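The marker lists and their tests as whole lists were fixed in advance. The other tests in this part were chosen only after the results were seen. The lists share 0 genes with each other and 0 with Supplementary Table 1. How many of their genes zebrafish endothelial cells express at a low level cannot be told from these libraries. Of the tested genes, 1 of 8 in the liver list and 2 of 8 in the pigment list have a mean of at least 50, so these lists rest on low values. Changes of a list are medians relative to all genes, and adjusted p-values are from camera over 24 tests. No list passed with fry or with an estimated inter-gene correlation.

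Endothelial content varied between libraries of one group. The endothelial list was lower in replicate 1 than in replicate 2 of siblings (-0.65 against 0.13) and of mutants (-1.09 against 0.44). Its most abundant gene, tie1, had normalized values of 3811 and 5548 in siblings, 2398 and 7648 in mutants and 8603 and 7348 in overexpression. A single scaling factor per library as the cause is argued against by the epidermis list, which differed the other way between mutant replicates 1 and 2, by 1.49. A lower share of endothelial cells in replicate 1 may explain the pattern. In 11 of 14 comparisons a list of another cell type was higher in replicate 1, with myeloid in both groups and pigment in siblings as the exceptions. Since flt4 (302 and 1312 in mutants) follows the same order, a hypothesis is that part of its difference between overexpression and mutants reflects mutant replicate 1. After endothelial rescaling the log2 fold change of flt4 between overexpression and mutants was 1.33 in place of 2.24, and without mutant replicate 1 it was 1.18. Between mutants and siblings the same rescaling hardly moved flt4, from -1.26 to -1.19.

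In overexpression against siblings, the endothelial list rose while the erythroid list fell by 0.83 (1 of 12 genes above the median, adjusted p = 0.000202), as the muscle list did by 1.46 (0 of 15, adjusted p = 2.92e-09). The epidermis list rose by 0.99 (9 of 11, adjusted p = 0.00548) and the neural list by 0.65 (14 of 14, adjusted p = 0.0137). The pigment list (1.07, adjusted p = 0.138), the liver list (0.46, adjusted p = 0.487) and the myeloid list (-0.70, adjusted p = 0.325) did not pass. After endothelial rescaling the pigment list passed (1.06, adjusted p = 0.0113). Single libraries moved these changes. Against siblings, epidermis was 0.37, neural 0.34, erythroid -1.32 and liver 0.26 without sibling replicate 2. In the same comparison muscle was -0.74 without overexpression replicate 1 and pigment 0.47 without overexpression replicate 2. Against mutants endothelial was 0.16 and erythroid -0.56 without mutant replicate 1, epidermis 0.82 and neural 0.62 without mutant replicate 2, and muscle -0.39 without overexpression replicate 2. The myeloid level in overexpression was -1.57 in replicate 1 and 0.99 in replicate 2, with its most abundant gene lcp1 at 598 and 2196. Without overexpression replicate 1 the myeloid change was 0.75 against siblings and 0.23 against mutants. Against mutants, endothelial (0.89, 10 of 10 genes, adjusted p = 0.00418), epidermis (1.72, 9 of 11, adjusted p = 0.000746), neural (1.52, 12 of 14, adjusted p = 4.86e-05), liver (0.93, 8 of 8, adjusted p = 0.0222) and pigment (1.15, 8 of 8, adjusted p = 0.0350) were higher and erythroid (-1.01, 0 of 12, adjusted p = 2.74e-06) lower, whereas muscle (0.32, adjusted p = 0.147) and myeloid (-0.88, adjusted p = 0.16) did not pass. A higher share of endothelial cells with all other cell types alike is argued against, since the erythroid and epidermis levels moved apart by -2.02 between siblings and overexpression, against a largest range within any of the 3 groups of 0.87. Among the abundant genes krt4 was 2739 and 1182 in siblings and 3218 and 4080 in overexpression, and hbbe1.1 was 2713 and 1550 in siblings and 2091 and 1586 in overexpression. An effect of hhex on blood genes and the added tdTomato gate of the overexpression sort cannot be told apart, because 0 of the 3 groups were sorted both with and without the tdTomato gate. The progenitor gene myb, named after its values were seen, was 1836 and 1270 in siblings, 3918 and 1362 in mutants and 127 and 262 in overexpression.

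The muscle list was lower in mutants than in siblings by 1.71 (0 of 15 genes above the median, adjusted p = 1.81e-35), and its level was 1.41 and 0.71 in siblings and -0.32 and -1.10 in mutants. Neural (-0.72, 2 of 14 genes above the median, adjusted p = 0.00418; -0.028 without mutant replicate 2) and liver (-0.63, 1 of 8, adjusted p = 0.00548) were lower as well. The liver change was -1.24 without mutant replicate 1 and -0.37 without mutant replicate 2. At a mean of at least 50 liver no longer passed (adjusted p = 0.243). The lists of epidermis (-0.25, adjusted p = 0.184), erythroid (0.23, adjusted p = 0.0681), myeloid (0.34, adjusted p = 0.402) and pigment (-0.29, adjusted p = 0.274) did not pass. Among these, epidermis was 0.28 without sibling replicate 1, myeloid 0.82 without mutant replicate 1 and pigment 0.32 without sibling replicate 2. With only the 4 libraries of the 2 groups erythroid (adjusted p = 0.0408) and myeloid (adjusted p = 0.0314) passed, as they did without either overexpression library, but erythroid was 0.011 without mutant replicate 1 and -0.14 without sibling replicate 2, and myeloid was 0.036 without mutant replicate 2. A higher share of endothelial cells in the mutant sorts with all other cell types alike is argued against, because the muscle and erythroid levels moved apart by -1.99, against a largest range within any group of 1.49, that of overexpression. A higher share together with a changed mix of other cells cannot be excluded by this comparison. Of the muscle genes, 14 of 15 were lower in both mutant libraries than in both sibling libraries, against 13.4% of all genes. The most abundant, myhz1.1, was 34428 and 21763 in siblings, 8286 and 5198 in mutants and 5327 and 13450 in overexpression. The most abundant genes of the neural, liver and pigment lists were nova2 (1794 and 2314 in siblings, 1160 and 1864 in mutants), foxa3 (53 and 80, 28 and 61) and pmela (27 and 115, 55 and 41). Muscle cells carried into the sibling sorts and a difference in muscle between the embryos were not tested and remain open.

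The lower ribosome biogenesis set in overexpression is argued not to be a matter of gene length, since after removal of the trend on gene length its median change against siblings was -0.70, below all of 10000 random lists. Endothelial content as the whole cause is argued against as well. Within groups the set fell by 0.25 for each unit of the endothelial list, which predicts a change of -0.21 where -0.72 was observed, with a largest range within any group of 0.40, that of mutants. An effect of hhex, fewer blood cells in the sort and the added gate remain open.

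For the rise of hhex in mutants, endothelial content as the whole cause is argued against. The endothelial level differed by -0.071 between mutants and siblings, and the relation of hhex to it within groups, a slope of 0.56, predicts a change of -0.040 where 1.82 was observed, with a largest range of hhex within any group of 0.92. A change shared by the region is argued against, because the largest absolute log2 fold change among 33 neighbouring genes within 3 Mb on chromosome 12 was 1.13, with a median of -0.069. A release of hhex from its own repression, as the paper proposes, and a change in the stability of the mutant transcript were not tested by these data.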
